# PDK1-SGK1 Signaling Sustains AKT-Independent mTORC1 Activation and Confers Resistance to PI3Kα Inhibition

**DOI:** 10.1016/j.ccell.2016.06.004

**Published:** 2016-08-08

**Authors:** Pau Castel, Haley Ellis, Ruzica Bago, Eneda Toska, Pedram Razavi, F. Javier Carmona, Srinivasaraghavan Kannan, Chandra S. Verma, Maura Dickler, Sarat Chandarlapaty, Edi Brogi, Dario R. Alessi, José Baselga, Maurizio Scaltriti

## Abstract

*PIK3CA*, which encodes the p110α subunit of PI3K, is frequently mutated and oncogenic in breast cancer. PI3Kα inhibitors are in clinical development and despite promising early clinical activity, intrinsic resistance is frequent among patients. We have previously reported that residual downstream mTORC1 activity upon treatment with PI3Kα inhibitors drives resistance to these agents. However, the mechanism underlying this phenotype is not fully understood. Here we show that in cancer cells resistant to PI3Kα inhibition, PDK1 blockade restores sensitivity to these therapies. SGK1, which is activated by PDK1, contributes to the maintenance of residual mTORC1 activity through direct phosphorylation and inhibition of TSC2. Targeting either PDK1 or SGK1 prevents mTORC1 activation, restoring the antitumoral effects of PI3Kα inhibition in resistant cells.

## Highlights

• The PDK1-SGK1 axis can sustain mTORC1 activity upon PI3K/AKT suppression
• SGK1 directly phosphorylates TSC2, resulting in mTORC1 activation
• Targeting PDK1 sensitizes *PIK3CA*-mutant cells to PI3Kα inhibition

## Significance

**Promising clinical activity has been reported in breast tumors bearing activating mutations in *PIK3CA*, the gene that encodes for the α isoform of the p110 catalytic subunit of PI3K. However, despite these encouraging results some tumors are resistant to these agents. In this work we show that, upon PI3Kα inhibition, the PDK1-SGK1 axis can overcome AKT inhibition by activating mTORC1 via direct phosphorylation of TSC2. Therefore, both AKT and PDK1 must be suppressed to achieve full mTORC1 inhibition and antitumor activity in these tumors resistant to PI3Kα inhibition. This study uncovers a mechanism of cell survival under pharmacological pressure that can be exploited to improve the therapeutic options of patients with breast cancer.**

## Introduction

The phosphoinositide 3-kinase (PI3K) pathway integrates many extracellular stimuli and triggers the phosphorylation of key downstream effectors such as AKT and the mammalian Target of Rapamycin Complex 1 and 2 (mTORC1 and 2). This signaling cascade is essential for regulating cell size, proliferation, survival, and metabolism (Engelman, 2009, Thorpe et al., 2015). Activation of PI3K results in increased phosphatidylinositol-(3,4,5)-triphosphate (PIP_3_) at the plasma membrane, promoting the recruitment of the pleckstrin homology (PH) domain-containing proteins PDK1 and AKT (Currie et al., 1999, Pearce et al., 2010), where the constitutively active kinase PDK1 phosphorylates AKT at the activation loop (T308) (Alessi et al., 1997) and mTORC2 in the hydrophobic motif (S473) (Sarbassov et al., 2005). Once active, AKT phosphorylates a variety of antiapoptotic and cell-cycle-related proteins as well as transcription factors (Manning and Cantley, 2007). Moreover, AKT activates downstream mTORC1 through the phosphorylation of the negative regulators TSC2 and PRAS40 (Inoki et al., 2002, Manning et al., 2002, Potter et al., 2002, Sancak et al., 2007).

Activating mutations in *PIK3CA*, which encodes the α isoform of the p110 catalytic subunit of PI3K, results in hyperactivation of the PI3K/AKT/mTOR pathway (Engelman, 2009). These mutations are common in breast cancer and provide the rationale for the development of inhibitors targeting the different nodes of the PI3K pathway (Fruman and Rommel, 2014).

PI3Kα-specific inhibitors are showing promising results in patients with tumors bearing activating *PIK3CA* mutations, but not all such tumors are sensitive (Juric et al., 2012, Juric et al., 2013). Understanding the molecular mechanisms by which tumors bypass the pharmacological inactivation of PI3Kα is crucial for the identification of patients more likely to respond to these inhibitors and for devising therapeutic strategies to improve the clinical benefit.

We previously reported that the activation status of mTORC1 upon PI3Kα blockade is a determinant of drug sensitivity in *PIK3CA*-mutant tumors. Despite full inhibition of PI3K/AKT, the presence of residual mTORC1 activity is sufficient to weaken the antitumor activity of PI3Kα inhibition. Resistant tumors are sensitized by co-treatment with the mTORC1 allosteric inhibitor everolimus, underscoring the causative role of mTORC1 in limiting the effects of PI3Kα blockade (Elkabets et al., 2013). In this work, we elucidate the molecular pathway that allows mTORC1 to retain activity in the presence of PI3K and AKT inactivation.

## Results

### PDK1 Inhibition Sensitizes Resistant Cells to BYL719

Aiming to identify possible kinases or phosphatases responsible for the AKT-independent sustained mTORC1 activity in cells resistant to PI3Kα inhibition, we performed a small interfering RNA (siRNA) screen using a library targeting 710 kinases and 298 phosphatases encoded in the human genome. We measured cell viability and S6 ribosomal protein (S6) phosphorylation, a bona fide readout of mTORC1 activity, in the presence of BY719, a PI3Kα-specific inhibitor.

The screen design is shown in Figure S1A. Three different siRNAs targeting each member of the kinome/phosphatome were transfected in JIMT1 and HCC1954 cell lines, both of which are *PIK3CA* mutant and insensitive to BYL719. After treatment over 6 days, we found that knockdown of 37 enzymes in HCC1954 and 35 enzymes in JIMT1 sensitized cells to PI3Kα inhibition (Figure S1B and Table S1). Among these, five were found to be shared in both cell lines: *MTOR*, *PDPK1*, *PIK3CA*, *PPP1R12A*, and *PAPL* (Figure S1B). These findings were validated with a second targeted screening using the two most active siRNAs against each of these five targets, interrogating for both cell viability and phosphorylation of S6. With this more stringent approach, we found that only knockdowns of mTOR and PDK1 were capable of reducing S6 phosphorylation (S240/4) in the presence of PI3Kα inhibition (Figure S1C). While the finding of mTOR confirmed our previous data (Elkabets et al., 2013), the contribution of PDK1 in maintaining the resistant phenotype was an original finding.

PDK1 is a kinase that belongs to the Containing PKA, PKG, and PKC (AGC) kinase family that includes AKT, PKC, RSK, SGK, and S6K (Pearce et al., 2010). To confirm that PDK1 limits the sensitivity to PI3Kα inhibition by maintaining mTORC1 activity upon PI3Kα inhibition, we generated HCC1954 and JIMT1 cell lines stably expressing a PDK1 short hairpin RNA (shRNA). We observed that PDK1 knockdown is sufficient to decrease cell viability upon BYL719 treatment (Figures 1A and S2A). As previously described, treatment with BYL719 alone reduced AKT phosphorylation (S473 and T308) but not downstream mTORC1 targets (Elkabets et al., 2013). In contrast, the combination of PDK1 knockdown with BYL719 decreased the phosphorylation of the mTORC1 downstream targets p70 S6 kinase (S6K) and translation initiation factor 4E-binding protein (4EBP1), as well as phosphorylated S6 at both S240/4 and S235/6 sites (Figures 1B and S2B). As a result, the combination of BYL719 and PDK1 knockdown decreased cap-dependent translation (Figure S2C), a cellular process directly regulated by mTORC1 (Silvera et al., 2010). In PDK1 knockdown cells, inhibition of PI3Kα induced an increased binding of 4EBP1 to the cap m^7^GpppN mRNA analog m^7^GTP, to a similar extent as the mTOR kinase inhibitor AZD8055. On the contrary, we observed a reduction of the eukaryotic initiation factors (eIF) eIF4G and eIF4A, components of the eIF4F cap-initiation complex. As expected, eIF4E remained unchanged. In long-term treatments, the combination of BYL719 and PDK1 knockdown induced poly(ADP-ribose)polymerase (PARP) cleavage (Figure 1C) and increased caspase 3/7 activity (Figure 1D), surrogate markers of apoptotic activity.

Pharmacological inhibition of PI3Kα resulted in a modest delay in tumor growth in shGFP control xenografts but was sufficient to induce durable tumor shrinkage in tumors with ablated PDK1 (Figure 1E). Analysis of the tumors showed that BYL719 treatment effectively suppressed AKT phosphorylation (S473) in both shGFP and shPDK1 tumors, whereas S6 and 4EBP1 phosphorylation was inhibited only in shPDK1 xenografts (Figures 1F and S2D).

Next, we tested the activity of BYL719 in combination with GSK2334470, a highly selective PDK1 inhibitor (Najafov et al., 2011). We determined the appropriate dose of GSK2334470 to be used in combination with PI3Kα inhibition by analyzing both phosphorylation of the PDK1 target RSK2 (S227) and cell viability upon incubation with increasing concentrations of the PDK1 inhibitor. At 1 μM, pRSK2 (S227) was appreciably reduced (Figure S2E) with no significant changes in cell viability (Figure S2F). Despite the minimal effect on cell viability when used as a single agent, treatment with GSK2334470 was sufficient to sensitize both HCC1954 and JIMT1 cells and the triple-negative BYL719-resistant breast cancer cell line BT20 to PI3Kα inhibition (Figures 1G and S2G–S2H). Again, we observed that only the combination of BYL719 and GSK2334470 resulted in the inhibition of AKT and mTORC1 (Figures 1H, S2I, and S2J). Some residual pS6 was observed in BT20 cells, which might be attributed to the heterogeneity of the cell line or additional mechanisms that regulate S6 phosphorylation.

PDK1 inhibition did not decrease the phosphorylation of AKT at the activation loop (T308) as a result of a compensatory mechanism involving PIP3 and mTORC2, an observation in line with previous reports (Najafov et al., 2012). Analysis of cap-dependent translation complex formation revealed an increase in 4EBP1 and a decrease in eIF4G and eIF4A in m^7^GTP pulldowns when both drugs were combined, consistent with mTORC1 inhibition (Figure S2K). Consistent with the knockdown experiments, the combination of BYL719 and GSK2334470 induced apoptosis in HCC1954 cells when measured by PARP cleavage (Figure 1I) and caspase 3/7 activity (Figure 1J).

We then expanded our results in vivo. Although some antitumor activity was observed with treatment with BYL719 or GSK2334470, only the combination of both compounds induced durable tumor shrinkage (Figure 1K) and inhibition of pAKT (S473), pS6 (S240/4), and p4EBP1 (T37/46) (Figures 1L and S2L–S2O).

Taken together, these results indicate that PDK1 inhibition sensitizes cells to PI3Kα blockade via suppression of mTORC1.

### The PIF-Binding Pocket of PDK1 Is Required for Sustained mTORC1 Activation upon PI3Kα Inhibition

The activation of AGC kinases requires phosphorylation at two highly conserved regulatory motifs termed the hydrophobic motif (HM) and the activation loop. Several kinases prime AGC kinases for activation through phosphorylation at the HM. PDK1, which acts as a master regulator of this family of kinases, scaffolds at the phosphorylated HM using the PIF (PDK1-interacting fragment) binding pocket. This interaction enables phosphorylation of the activation loop, thereby fully activating their activity. However, AKT does not require the PIF-binding pocket of PDK1 but instead needs its PH domain to interact with PDK1 at the plasma membrane in a PIP_3_-dependent manner (Alessi et al., 1997, Arencibia et al., 2013, Biondi et al., 2001, Collins et al., 2003, McManus et al., 2004). To explore the PDK1 regulatory mechanism required to sustain mTORC1 activity upon PI3Kα inhibition, we used the HCT116 parental and *PDPK1*-null (*PDPK1*^−/−^) isogenic model (Ericson et al., 2010). HCT116 cells harbor the H1047R *PIK3CA*-activating mutation, and the addition of BYL719 decreased AKT phosphorylation but did not decrease mTORC1 signaling, mimicking the phenotype observed in BYL719-resistant breast cancer cell lines. However, in *PDPK1*^−/−^ cells, the addition of BYL719 inhibited mTORC1 (Figure S2P).

We reconstituted HCT116 *PDPK1*^−/−^ cells with the wild-type (WT), kinase-inactive K111N (KD), PIP_3_-binding deficient K546E (KE), and PIF-pocket-deficient L155E (LE) mutants (Figure S2Q) to test the contribution of each regulatory mechanism of PDK1 to mTORC1 activation. Reconstitution of PDK1 WT, but not the mutant KD, restored mTORC1 activation in the presence of BYL719. The mutant KE was also able to restore the phenotype. On the other hand, the mutant LE was unable to rescue mTORC1 signaling (Figure S2R). This set of experiments suggests that the maintenance of mTORC1 activity requires both kinase activity and the PIF-binding pocket of PDK1 but is PIP_3_- and, consequently, AKT-independent.

### Combined Suppression of PI3Kα and PDK1 Activates FOXO-Dependent Transcription

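RNA from 2 breast cancer cell lines that are insensitive to the PI3Kα inhibitor BYL719, HCC1954 and JIMT1, was measured on Illumina bead arrays with 47323 probes. Cells of each line were treated for 4 hr with DMSO, BYL719 (1 μM), the PDK1 inhibitor GSK2334470 (1 μM), or both agents at these doses. Each of the 8 groups held 3 arrays, 24 in all. The arrays of a group are labelled as biological replicates, and limma's p-values for single genes measure the spread between them. The authors deposited the mean bead intensity of each probe on each array, without background subtraction or normalization, with a detection p-value against negative control probes. The median intensity of an array lay between 53.8 and 81.9 (HCC1954, DMSO), 54.5 and 62.4 (HCC1954, BYL719), 57.5 and 58.9 (HCC1954, GSK2334470), 48.5 and 55.6 (HCC1954, combination), 53.9 and 61.2 (JIMT1, DMSO), 52.8 and 68.6 (JIMT1, BYL719), 51.6 and 67.8 (JIMT1, GSK2334470), and 50 and 66.7 (JIMT1, combination). Between 41% and 45.2% of the probes of an array were detected at a detection p-value under 0.05.

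From these intensities, background was corrected with a normal and exponential model that takes its background from the detection p-values (limma's neqc, offset 16), and all 24 arrays were quantile normalized together on the log2 scale. Probes detected on all 3 arrays of at least 1 group were kept, and each gene was represented by its brightest probe, which left 12109 genes. A single limma model over the 24 arrays gave every comparison, with Benjamini-Hochberg adjustment over these genes and a threshold of an adjusted p under 0.05. Data were simulated for the combination against DMSO in HCC1954 over the same number of genes, 200 of them changed. There the procedure recovered 94% of the genes changed 2-fold and 64% of those changed 1.5-fold, with 7 false calls. Smaller changes are thus often missed with 3 arrays per group, although these shares can differ in the real arrays, where more genes were called. Quantile normalization gives every array the same distribution, so a change shared by most genes cannot be seen. A gene with no probe detected on any array of a group has only a bound there. Its change is given as at least N-fold, the brighter group's mean against the mean, over the arrays of the dimmer group, of the lowest signal among detected probes (or the probe's own signal where that is higher).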

We next performed gene-expression analysis to investigate whether mTORC1 suppression is accompanied by specific transcriptional changes. 

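After 4 hr of the combination, HBP1, a transcriptional repressor of cell-cycle genes, was among the genes that rose most in both cell lines. Its log2 intensity went from 9.33 ± 0.16 to 11.43 ± 0.17 in HCC1954 and from 6.71 ± 0.29 to 9.6 ± 0.07 in JIMT1 (mean ± SD, n = 3 arrays per group), log2 fold changes of 2.11 and 2.89 (SE 0.12 for both). KLHL24, a substrate adaptor of a ubiquitin ligase, rose by 2.11 and 2.52 on the log2 scale (SE 0.13), and CREBRF, a regulator of the transcription factor CREB3, rose by 2.64 and 3.02 (SE 0.16). In HCC1954, PIK3IP1, a negative regulator of PI3K, rose from 6.38 ± 0.39 to 9.06 ± 0.17 (log2 fold change 2.68, SE 0.20, adjusted p = 1.6e-08 from limma). LFNG, a glycosyltransferase that modifies Notch receptors, rose by 2.31 (SE 0.10), TMEM140 by 2.25, DEPP1 by 2.19, and RHEBL1, a relative of the mTORC1 activator RHEB, by 2.11 (SE 0.19). YPEL1, detected on no HCC1954 array with DMSO, was at least 4.75-fold higher with the combination (adjusted p = 4e-11). In JIMT1, GRB7, an adaptor of receptor tyrosine kinases, rose from 10.34 ± 0.03 to 12.8 ± 0.12 (log2 fold change 2.46, SE 0.11, adjusted p = 1.9e-12 from limma). TMEM140 rose by 3.17 there, GRAMD1C by 2.32, ARID5B by 2.30 and ABTB1 by 2.28.

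P2RY2, a receptor for extracellular nucleotides, was among the largest falls in both lines. It went from 8.83 ± 0.16 to 6.58 ± 0.43 in HCC1954 (log2 fold change -2.24, SE 0.17, adjusted p = 1.3e-08 from limma), and its log2 fold change in JIMT1 was -1.34 (SE 0.17). In HCC1954, the non-coding RNA SNAR-A1 (log2 fold change -1.83), the vasoconstrictor endothelin 2 (EDN2, -1.79), ANGPTL4, a secreted inhibitor of lipoprotein lipase (-1.76), PLD6 (-1.72), the hyaluronan synthase HAS3 (-1.54) and the nuclease AEN (-1.54) fell. RGS2, a regulator of G protein signaling (-1.26), the fucosyltransferase FUT4 (-1.24) and the poly(A) polymerase TENT5A (-1.23) fell as well. In JIMT1, HSD3B1, an enzyme of steroid hormone synthesis, fell from 10.27 ± 0.14 to 8.65 ± 0.14 (log2 fold change -1.62, SE 0.12, adjusted p = 6.8e-09 from limma). SLC45A3 (-1.56), the AP-1 subunit FOSL1 (-1.49), PHLDA2 (-1.43), EIF5A2 (-1.32), the transcription factor WT1 (-1.31), tissue factor (F3, -1.30) and the inflammasome sensor NLRP3 (-1.29) also fell in JIMT1. GPC1-AS1, an RNA antisense to GPC1, was detected on no JIMT1 array with the combination and was at least 2.2-fold lower (adjusted p = 0.00032). The adjusted p of each of the other genes above was 4.1e-05 or less, and for every gene named here all 3 combination arrays lay beyond all 3 DMSO arrays.

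Genes of ribosome biogenesis fell under the combination in both lines. Of 49 such genes measured, from a list fixed before the data were examined like every list, gene rule, test and threshold used here unless stated, 27 fell in HCC1954 and 23 in JIMT1, and the others did not pass the test (34 lower in HCC1954, and 29 lower and 1 higher in JIMT1, when adjusted over the list alone). The lists were written after the pictures of Fig. 2, which show the paper's top genes of these arrays, had been seen. Whether the calls of the ribosome biogenesis list hold without any of its genes drawn there was not tested. LYAR, a nucleolar protein of rRNA synthesis, had log2 fold changes of -1.04 and -1.22, RRS1 of -1.01 and -1.07, and NIP7, a factor of pre-rRNA processing, of -0.75 and -0.81, in HCC1954 and JIMT1, respectively. The median log2 fold change of the list was -0.38 and -0.33, and the list was lower than the other genes (limma's camera with a preset inter-gene correlation, adjusted p = 1.8e-17 and 5.5e-14). Under BYL719 alone, 13 of its genes fell in HCC1954 (23 adjusted over the list alone) and 25 in JIMT1 (31 adjusted over the list alone), with medians of -0.25 and -0.34 (adjusted p = 6.9e-17 and 5.8e-20). Under GSK2334470 alone, the medians were -0.10 and -0.13 (adjusted p = 3.3e-06 and 1.4e-06). In that comparison POLR1E and BYSL fell in JIMT1, and limma called 0 members in HCC1954 (16 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment). All 6 calls of this list hold with an estimated correlation.

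Across all 12109 genes, the combination raised 843 and lowered 1005 genes in HCC1954 (931 and 765 with median scaling, which turns the larger share) and raised 1511 and lowered 1071 in JIMT1, of which 122 and 188 changed at least 2-fold. BYL719 alone raised 238 and lowered 229 genes in HCC1954, 16 of them at least 2-fold, with TMEM140 (1.65), CREBRF (1.59) and LFNG (1.42) among the largest rises and ANGPTL4 (-1.06) and RASD1 (-0.98) among the largest falls. In JIMT1 it raised 759 and lowered 624 genes, 78 of them at least 2-fold, with TMEM140 (2.46), KLHL24 (2.15) and HBP1 (2.13) among the largest rises and HSD3B1 (-1.89) and NOG (-1.34) among the largest falls. GSK2334470 alone raised 118 and lowered 37 genes in JIMT1, 10 of them at least 2-fold, with KLHL24 (1.38), CREBRF (1.34) and the G protein regulator RGS7 (1.28) among the largest rises and GAL3ST1 (-0.98) and RRAD (-0.89) among the largest falls. In HCC1954 it changed 1 gene, YPEL1, which was at least 1.84-fold higher (adjusted p = 0.00015 from limma, with 1675 genes at an unadjusted p under 0.05). The GSK2334470 count in HCC1954 depended on single arrays, being 181 without GSK2334470 replicate 2, 76 without DMSO replicate 2, 5 without DMSO replicate 1 and 2 without DMSO replicate 3, and with the authors' processed values 28 genes were higher and 10 lower. Leaving out 1 array also moved the BYL719 count of 467 in HCC1954 (278 without DMSO replicate 1, 262 and 245 without BYL719 replicates 2 and 3) and the GSK2334470 count of 155 in JIMT1 (78 and 99 without DMSO replicates 2 and 3, 98 and 102 without GSK2334470 replicates 1 and 2), and by the methods' t-test after adjustment the combination changed 388 genes in HCC1954 and 1251 in JIMT1, and BYL719 0 (1597 at an unadjusted p under 0.05, against 2008 from limma) and 252.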

While the differences in gene expression upon BYL719 or GSK2334470 treatment were modest, the combination of both induced marked changes when compared with the DMSO-treated control cells (Figures 2A and S3A). Gene set enrichment analysis of these data showed enrichment of FOXO3 transcription factor targets in both cell lines (Figures 2B and S3B). 

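FBXO32, a ubiquitin ligase subunit of muscle atrophy and a FOXO target, went from 10.66 ± 0.06 to 11.87 ± 0.11 in HCC1954 and from 9.27 ± 0.01 to 11.47 ± 0.05 in JIMT1 under the combination (log2 intensity, mean ± SD, n = 3 arrays per group), log2 fold changes of 1.21 and 2.20 (SE 0.07, adjusted p = 1e-09 and 6.6e-14 from limma). TXNIP, an inhibitor of thioredoxin and of glucose uptake, rose from 10.92 ± 0.14 to 12.52 ± 0.14 in HCC1954 (log2 fold change 1.60, SE 0.11), and its log2 fold change in JIMT1 was 1.34. GABARAPL1, an autophagosome protein, rose from 9.03 ± 0.11 to 10.05 ± 0.11 in HCC1954 and from 8.79 ± 0.08 to 10.99 ± 0.21 in JIMT1 (log2 fold changes 1.03 and 2.20, SE 0.10, adjusted p = 5.9e-07 and 4.7e-12). The transcriptional coregulator CITED2 rose by 0.98 and 2.14, TP53INP1, a protein of autophagy and cell death, by 1.61 and 0.94, and FOXO4 itself by 0.83 and 1.63, in HCC1954 and JIMT1, respectively. For each of these genes all 3 combination arrays lay above all 3 DMSO arrays in both lines.

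These genes belong to a list of 45 genes known to be activated by FOXO factors, of which 42 were measured. In each line 28 of them rose and 2 fell (29 higher and 3 lower when adjusted over the list alone). FOXO1 (log2 fold change -0.42, SE 0.11, adjusted p = 0.013) and the cyclin-dependent kinase inhibitor CDKN1A (-0.54, adjusted p = 0.0096) fell in HCC1954, and CDKN1A (-0.64, adjusted p = 0.0018) and GADD45A fell in JIMT1. Among the genes that did not pass the test in either line were the antioxidant enzymes CAT and PRDX3, the cell death genes BCL2L11, BBC3 and BNIP3, and FOXO3, which are named here after their values were seen. The median log2 fold change of the list was 0.57 in HCC1954 and 0.92 in JIMT1, with 33 and 35 of the 42 genes above 0. With genes that were not detected in 1 of the groups set at their bound, the medians were 0.57 and 0.90. The list was higher than the other genes (limma's camera, adjusted p = 3.3e-20 and 4.3e-21), and both calls hold with an estimated correlation (adjusted p = 5.9e-08 and 4.3e-08). A preranked enrichment test gave normalized enrichment scores of 2.92 (adjusted p = 1.8e-15) and 2.78 (adjusted p = 4e-14), and limma's fry, which tests whether the genes of the list move on balance in 1 direction, gave adjusted p = 1.3e-15 and 3.1e-18.

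The list was written after the pictures of Fig. 2, which show some of its genes, had been seen, and is therefore not independent evidence of its direction. Of the 18 list genes that are drawn in Figs. 2A and 2C, 17 rose in each line and 1, GADD45A, fell in JIMT1, with medians of 1.06 and 1.63. Among the other 24 genes, 11 rose in each line, and 2 fell in HCC1954 (FOXO1 and CDKN1A) and 1 in JIMT1 (CDKN1A). Their medians were 0.23 and 0.34, and they were also higher than the other genes (camera, adjusted p = 0.00071 and 0.00017, and 0.0042 and 0.0018 with an estimated correlation).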

Individual genes described to be positively (*CCNG2*, *BCL6*, *IRS2*) or negatively (*CCND1*) regulated by FOXO3 (Webb and Brunet, 2014) were confirmed to be induced or repressed, respectively, upon dual PI3Kα and PDK1 blockade (Figure 2C). These results were further validated by performing qRT-PCR of four well-described FOXO3 targets, *ERBB3*, *TNFSF10*, *BCL6*, and *IRS2* (Webb and Brunet, 2014), following different treatments (Figures 2D and S3C).

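CCNG2, an atypical cyclin that slows the cell cycle, went from 8.73 ± 0.29 to 10.8 ± 0.12 in HCC1954 and from 5.34 ± 0.34 to 8.61 ± 0.08 in JIMT1 under the combination (log2 intensity, mean ± SD, n = 3 arrays per group), log2 fold changes of 2.06 and 3.27 (SE 0.16, adjusted p = 2e-08 and 8.7e-12 from limma). BCL6, a transcriptional repressor, went from 10.33 ± 0.01 to 11.42 ± 0.06 in HCC1954 and from 9.48 ± 0.03 to 10.39 ± 0.17 in JIMT1 (log2 fold changes 1.09 and 0.91, SE 0.08, adjusted p = 1.3e-08 and 9e-08). IRS2, an adaptor of the insulin and IGF1 receptors, went from 7.83 ± 0.08 to 9.32 ± 0.09 and from 8.29 ± 0.13 to 9.93 ± 0.3 (log2 fold changes 1.49 and 1.63, SE 0.14, adjusted p = 4.4e-07 and 8.8e-08). CCND1, which encodes cyclin D1, fell from 14.36 ± 0.1 to 13.81 ± 0.17 and from 13.62 ± 0.1 to 12.98 ± 0.09 (log2 fold changes -0.54 and -0.64, SE 0.09, adjusted p = 0.00032 and 4e-05). For these 4 genes all 3 combination arrays lay beyond all 3 DMSO arrays in both lines.

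Under BYL719 alone, CCNG2 rose by 1.09 in HCC1954 (adjusted p = 0.00036) and by 2.63 in JIMT1 (adjusted p = 6.7e-10), BCL6 by 0.54 and 0.72 (adjusted p = 0.00054 and 5.2e-06), and CCND1 had log2 fold changes of -0.41 and -0.56 (adjusted p = 0.015 and 0.00035). IRS2 rose by 1.00 in JIMT1 (adjusted p = 9.2e-05) and had a log2 fold change of 0.36 in HCC1954 that did not pass the test (adjusted p = 0.19). Under GSK2334470 alone, none of the 4 genes passed the test in HCC1954, with log2 fold changes of 0.30 for CCNG2, 0.17 for BCL6, 0.18 for IRS2 and -0.10 for CCND1 (adjusted p = 0.42, 0.37, 0.62 and 0.69 from limma). In JIMT1, CCNG2 rose by 1.26 (adjusted p = 0.00014) and IRS2 by 0.69 (adjusted p = 0.017), while BCL6 and CCND1 did not pass the test (log2 fold changes -0.09 and 0.00, adjusted p = 0.71 and 1). Against the sum of the single-agent effects, none of the 4 genes passed the test in either line (for IRS2 in HCC1954, 0.95 above the sum on the log2 scale, adjusted p = 0.13).

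The other genes drawn in Fig. 2C are the receptor ERBB3, the death ligand TNFSF10 (TRAIL), the cell-cycle inhibitor CDKN2B, the ERK phosphatase DUSP5 and the DNA damage-induced GADD45A. ERBB3 rose by 1.12 in HCC1954 (adjusted p = 1.2e-05) and 0.90 in JIMT1 (adjusted p = 0.00011) under the combination, and CDKN2B by 0.56 (adjusted p = 0.004) and 1.63 (adjusted p = 1.3e-08). TNFSF10 rose by 1.55 in HCC1954 (SE 0.19, adjusted p = 9.7e-06). It was detected on no JIMT1 array with DMSO and was at least 9.22-fold higher there with the combination (adjusted p = 2.3e-11) and at least 4.83-fold higher with BYL719 (adjusted p = 5.2e-09). DUSP5 rose by 0.43 in HCC1954 (adjusted p = 0.00071) and had a log2 fold change of -0.65 in JIMT1 (adjusted p = 5.6e-06). GADD45A had log2 fold changes of -0.16 in HCC1954, which did not pass the test (adjusted p = 0.22), and -0.86 in JIMT1 (adjusted p = 2.4e-07). The size of the change depended on the probe for CCNG2, whose other probes gave 1.58 and 2.12 in HCC1954 and 1.93 and 1.46 in JIMT1, for ERBB3 (0.69 and 1.04 in HCC1954, 0.51 and 0.06 in JIMT1) and for CDKN2B (0.47 and 0.76 in HCC1954, 0.07 and 1.77 in JIMT1). The CCNG2 probe used was detected on 1 of the 3 JIMT1 arrays with DMSO, where another of its probes was detected.

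**Figure D1:**
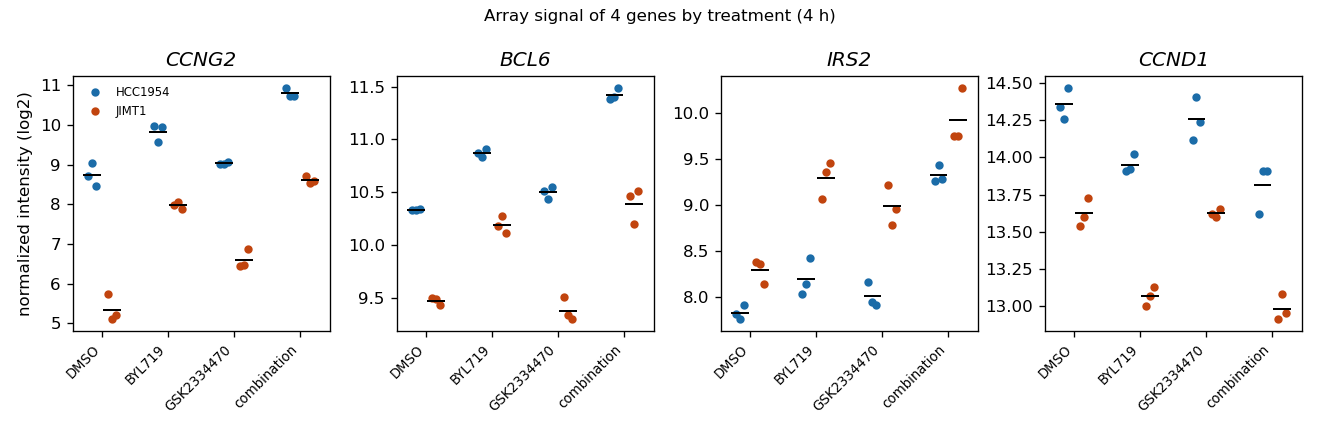
Log2 intensity of CCNG2, BCL6, IRS2 and CCND1 (y axis) on each array by treatment (x axis), with HCC1954 in blue and JIMT1 in orange. Each point is 1 array, 3 per group, and black bars are group means. The combination arrays lie above the DMSO arrays for CCNG2, BCL6 and IRS2 and below them for CCND1 in both lines.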

Upon growth factor stimulation, FOXO transcription factors are phosphorylated at several residues and retained in the cytosol by the 14-3-3 proteins (Webb and Brunet, 2014). Inhibition of these mitogenic signals induces a rapid dephosphorylation and nuclear translocation of FOXOs that allows expression of downstream target genes involved in apoptosis and/or cell-cycle arrest (Webb and Brunet, 2014). In our cells, we found that treatment with both BYL719 and GSK2334470, but not either single agent, resulted in strong nuclear localization of FOXO3 (Figures 2E and S3D). This was consistent with a decreased phosphorylation of this transcription factor at residue T32 (Figure 2F). Moreover, we observed that only the combination stimulated endogenous FOXO transcriptional activity (Figure 2G) and increased occupancy of FOXO3A at the promoters of two well-known FOXO targets, *IRS2* and *TNFSF10* (Figures 2H and S3E). These results suggest that dual PI3Kα and PDK1 inhibition induces a FOXO-dependent transcriptional activity in BYL719-resistant cells.

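The genes known to be activated by FOXO factors also changed under BYL719 alone in both cell lines. In HCC1954, 15 of the 42 measured genes of the list rose under BYL719 and 1, CDKN1A, fell (21 higher and 3 lower when adjusted over the list alone). By the methods' t-test after adjustment, 0 of the 12109 genes were called in this comparison. Among the rises by limma were the PI3K inhibitor PIK3IP1 (log2 fold change 1.47), TP53INP1 (1.11), TXNIP (0.95) and FBXO32 (0.78). These and the other examples from the list given for these comparisons were picked after their values were seen. In JIMT1, 26 genes rose and 2, CDKN1A and GADD45A, fell (27 higher and 3 lower when adjusted over the list alone), with FBXO32 (1.74), FOXO4 (1.41), CITED2 (1.41) and GABARAPL1 (1.38) among the rises. The median log2 fold change of the list was 0.24 in HCC1954 and 0.74 in JIMT1 (0.68 with genes not detected in 1 of the groups at their bound), and the list was higher than the other genes in both (limma's camera, adjusted p = 6.1e-11 and 5.2e-25). Under GSK2334470 alone, 13 genes rose in JIMT1 (18 higher and 1 lower when adjusted over the list alone), with a median of 0.19 (adjusted p = 1.2e-13). In HCC1954, limma called 0 genes of the list under GSK2334470 (6 higher and 1 lower at an unadjusted p under 0.05, 4 higher when adjusted over the list alone, and 0 by the methods' t-test after adjustment). There the list did not pass the test (median 0.11, or 0.07 without the members not detected in either group, adjusted p = 0.19). The 18 genes of Figs. 2A and 2C, tested as a list of their own, passed it there (median 0.14, adjusted p = 0.001, 0.014 with an estimated correlation, 4 genes higher when adjusted over the list alone), but the paper drew them from these arrays, with the same DMSO arrays, so this is not independent evidence of a direction. Without these 18 genes, in a test chosen after the results above had been seen, the other 24 genes of the FOXO list did not pass under GSK2334470 in HCC1954 (median -0.04, adjusted p = 0.99) or in JIMT1 (0.10, adjusted p = 0.071) or under BYL719 in HCC1954 (0.05, adjusted p = 0.25). Under BYL719 in JIMT1 they were higher than the other genes (0.20, adjusted p = 5.7e-05, 0.00089 with an estimated correlation).

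The tests of the list between treatments were chosen after those against DMSO had been seen. The combination was higher than BYL719 alone for 16 genes of the list in HCC1954 and 9 in JIMT1 and lower for none (23 and 14 higher when adjusted over the list alone, and 0 lower from limma at an unadjusted p under 0.05, against 1 lower in each line by the methods' t-test at that level). PIK3IP1 (log2 difference 1.21), IRS2 (1.13) and CCNG2 (0.97) led in HCC1954, and KLF6 (0.84), GABARAPL1 (0.82) and HBP1 (0.76) in JIMT1 among genes detected with both treatments and with DMSO. The list's median differences were 0.35 and 0.18, with 38 and 32 of the 42 genes above 0 (camera, adjusted p = 4.3e-22 and 7.3e-08). Against GSK2334470 alone, the combination was higher for 24 genes in HCC1954 and for 23 in JIMT1, where GADD45A was lower (27 higher, and 29 higher and 1 lower, when adjusted over the list alone), with medians of 0.61 and 0.55 (adjusted p = 2e-25 and 7.5e-22). Against the sum of the single-agent effects, the list lay above it in HCC1954, by a median of 0.27 on the log2 scale with 36 of 42 genes above 0 (adjusted p = 5.1e-14), while limma called 0 single genes (16 higher at an unadjusted p under 0.05, and 8 higher when adjusted over the list alone). In JIMT1 the list did not pass this test (median -0.04, 19 genes above 0, adjusted p = 0.28), and KLHL24 lay below the sum. That call is 1 of 4 in JIMT1, a count that rests on single arrays and was 0 with a separate fit per line. Of these list tests, every call holds with an estimated correlation. Without the genes of Figs. 2A and 2C, the call of the combination against BYL719 in JIMT1 was lost (median 0.10, adjusted p = 0.30) and the others held.

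Together with qRT-PCR of FOXO targets, nuclear FOXO3, lower phosphorylation of FOXO3 at T32, FOXO reporter activity and the occupancy of FOXO3A at the IRS2 and TNFSF10 promoters, the paper reasons from the changes in FOXO targets under both agents and proposes that inhibition of PI3Kα and PDK1 activates FOXO-driven transcription in these lines. It reports strong nuclear FOXO3 with both agents but with neither alone, and reporter activity only with both. Those assays read protein location and a reporter, the latter at a later time, while the arrays read RNA.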

### SGK1 Is Upregulated in BYL719-Resistant Cell Lines and in Tumors from Patients Refractory to PI3Kα Inhibition

AKT has been shown to phosphorylate FOXO1 and FOXO3 at T24 and T32 residues, respectively (Brunet et al., 1999). However, we observed that despite full inhibition of AKT by PI3Kα inhibition, FOXO3 was not efficiently primed to migrate to the nucleus and exert its transcriptional activity in cells resistant to BYL719 (Figures 2 and S3). Since PDK1 requires downstream AGC kinases as molecular effectors (Pearce et al., 2010), we reasoned that in BYL719-resistant cells a downstream AGC kinase dependent on the PDK1 catalytic activity and docking with the PIF-binding pocket (Figure S2R) regulates both FOXO1/3 phosphorylation and mTORC1 activity, independently of AKT.

Serum and glucocorticoid-induced kinase (SGK) is a family of AGC serine/threonine kinases that comprises three members (SGK1–3) highly homologous to AKT (Kobayashi and Cohen, 1999). SGK1 activation is mediated by mTORC2-dependent phosphorylation at the HM (S422) and subsequent PDK1 phosphorylation at the activation loop (T256) in a PIF-binding pocket-dependent manner (Garcia-Martinez and Alessi, 2008, Pearce et al., 2010). Earlier reports have demonstrated that SGK1 is able to directly phosphorylate FOXO1 at residues T32 and S315 (Brunet et al., 2001) and has been correlated with resistance to AKT inhibition (Sommer et al., 2013). Therefore, we hypothesized that SGK1 plays a critical role downstream of PDK1 in sustaining mTORC1 activity and inducing resistance to PI3Kα inhibition.

We analyzed the basal mRNA expression of 27 breast cancer cell lines, previously characterized as sensitive or resistant to BYL719 (Elkabets et al., 2013), and found that resistant cell lines had significantly higher levels of *SGK1* mRNA compared with sensitive cells (Figures 3A and S4A). This held true when only breast cancer cells harboring *PIK3CA*-activating mutations, which are known to be sensitive to PI3Kα inhibition (Elkabets et al., 2013), were considered in the analysis (Figures 3B and 3C). The mRNA levels of *SGK2* and *SGK3* were similar between sensitive and resistant cell lines (Figure S4B), although JIMT1 cells also express high levels of SGK2. The ratio of phosphorylated N-Myc Downstream Regulated 1 (NDRG1) (T346), a substrate of SGK1 (Murray et al., 2004), versus total NDRG1 was also higher in BYL719-resistant cells (Figures 3C and S4C). Both CAL-148 and CAL-51 cells carry mutations in *PTEN* (Cerami et al., 2012), and their resistance to BYL719 may be due to insufficient inhibition of the PI3K/AKT pathway as a consequence of PI3Kβ activity (Juric et al., 2015). However, BYL719, but not the PI3Kβ inhibitor AZD6482, fully decreases pAKT levels in both CAL-148 and CAL-51 cells (Figure S4D).

Given the lack of reliable results obtained with commercially available antibodies against SGK1, we analyzed the expression of pNDRG1 (T346) in 273 breast invasive carcinomas, comprising 138 triple-negative breast cancer (TNBC), 68 estrogen-/progesterone-receptor-positive, and 67 human epidermal growth factor 2 (HER2)-positive breast cancer patients. High pNDRG1 staining was found in TNBC (21%) and HER2-positive tumors (12%) (Figure 3D), a finding in line with the percentage of breast cancer samples expressing high levels of *SGK1* in the Cancer Genome Atlas cohort (Ciriello et al., 2015).

We then explored whether SGK1 and pNDRG1 expression correlate with clinical outcome to PI3Kα inhibition by analyzing *PIK3CA*-mutant breast cancer samples from 18 patients treated with BYL719 in combination with an aromatase inhibitor (NCT01870505). Three of these tumors expressed high levels of *SGK1* mRNA while the remaining 15 had medium to low levels of *SGK1* mRNA. The three patients with tumors exhibiting high SGK1 expression, which also stained positive for pNDRG1, did not respond to therapy (Figures 3E and 3F). Two patients with tumors expressing medium to low levels of SGK1 stained positive for pNDRG1 and rapidly progressed. On the contrary, in the group of patients with pNDRG1-negative tumors, three had partial responses and eight had stable disease by RECIST (response evaluation in solid tumors) criteria (Therasse et al., 2000). This was in agreement with the longer time to disease progression of this subset of patients when compared with the SGK1-high/pNDRG1-positive cohort (Figures 3E and 3F). Although suggestive of a role of SGK1 in mediating intrinsic resistance to PI3Kα inhibitors, these results should be validated in larger cohorts of patients.

We then sought to investigate the mechanism underlying this variability in SGK1 expression. We analyzed the promoter of *SGK1* and realized that in the region between −56 bp and +391 bp of the transcription start site there are 12 CpG sites that are susceptible for DNA methylation. Using bisulfite sequencing we found that three of these CpG sites were differentially methylated between sensitive and resistant cell lines (Figure S4E). We confirmed our results quantitatively using direct pyrosequencing in 11 cell lines (8 sensitive and 3 resistant to PI3Kα inhibition). Sensitive cell lines exhibited high levels of *SGK1* promoter methylation (mean CpG_1_ = 65%, CpG_2_ = 67%, and CpG_3_ = 40%), while resistant cell lines displayed low levels of *SGK1* promoter methylation (mean CpG_1_ = 11%, CpG_2_ = 13%, and CpG_3_ = 16%) (Figure S4F). The degree of promoter DNA methylation inversely correlated with *SGK1* mRNA levels in these cells (Figure S4G). By chromatin immunoprecipitation (ChIP)-qPCR assays, we found high occupancy of RNA polymerase II (Pol II), an enzyme essential for transcription, and phosphorylated (S5) Pol II in both HCC1954 and JIMT1 cells, indicating that *SGK1* transcription is active in these resistant cell lines (Figure S4H). On the contrary, in the sensitive cell lines MDA-MB-453 and T47D we found low occupancy of both Pol II and phosphorylated Pol II (S5) in the *SGK1* promoter (Figure S4H). Treatment with the DNA demethylating agent 5-Aza-2′-deoxycytidine and the histone deacetylase inhibitor panobinostat reduced *SGK1* promoter DNA methylation (data not shown) and increased mRNA levels of *SGK1* in the four sensitive cell lines tested (Figure S4I). Our results indicate that the differential expression of *SGK1* is mediated, at least in part, by epigenetic regulation.

Although pNDRG1 and SGK1 expression correlates in vivo (Murray et al., 2004), AKT can also phosphorylate NDRG1 in the absence of SGK1 in cultured cell lines (Sommer et al., 2013). In support of these observations, cancer cells sensitive to BYL719 displayed decreased NDRG1 phosphorylation at T346 when treated with BYL719 (Figure 3G). In contrast, resistant cell lines treated with BYL719 maintain NDRG1 phosphorylation, underscoring the role of SGK1 in this setting. Central to our work, only the combination of BYL719 and GSK2334470 was able to decrease the phosphorylation of NDRG1 in BYL719-resistant cell lines, confirming that the combination of both drugs is required to effectively inhibit both SGK1 and AKT activity (Figure 3H).

Next, we immunoprecipitated endogenous SGK1 and found that BYL719 treatment was not sufficient to completely abolish the kinase activity of the enzyme, in contrast to GSK2334470 (Figure 3I). On the other hand, immunoprecipitation of endogenous AKT revealed that while BYL719 treatment completely abrogated AKT kinase activity, this is not the case when cells are treated with GSK2334470, as previously observed (Najafov et al., 2012). This is indicative of a signaling compensation between AKT and SGK1 and that only the combination of PI3Kα and PDK1 inhibitors can simultaneously block the activity of the endogenous enzymes in resistant cells. While mTORC2-mediated phosphorylation at the HM is indispensable for SGK1 kinase activity (Kobayashi and Cohen, 1999), several reports indicate that AKT remains active in the absence of HM phosphorylation, as phosphorylation at the activation loop (T308) is sufficient to partially activate the kinase (Guertin et al., 2006, Jacinto et al., 2006, Rodrik-Outmezguine et al., 2011). Treatment of HCC1954 cells with the mTOR catalytic inhibitor AZD8055, which targets both mTORC1 and mTORC2 and completely inhibits SGK1 but not AKT activity, did not reduce the levels of the substrates pFOXO3 (T32) and pNDRG1 (T346), confirming that mTORC2 inhibition is not sufficient to abolish AKT activity in these cells (Figure S4J).

Consistent with previous results, GSK2334470 alone is not capable of inhibiting AKT activity (Figures S4J and 3I). Therefore, in the presence of mTOR inhibition the phosphorylation at the HM is abrogated and this mechanism of AKT activation is no longer supported. Addition of GSK2334470 to resistant cells treated with AZD8055 resulted in a marked decrease in the phosphorylation of both FOXO3 and NDRG1. This translated in decreased cell viability in both HCC1954 and JIMT1 cells, phenocopying the effects observed by dual PDK1 and PI3Kα inhibition (Figure S4K). Similar results were found when RICTOR, a key mTORC2 component, was knocked down in the presence of PDK1 inhibition (Figure S4L).

These results demonstrate that both PI3K and PDK1 activities have to be suppressed to inhibit downstream AKT and SGK1 phosphorylation and activity in our resistant models.

### SGK1 Mediates Resistance to BYL719

We next assessed the contribution of SGK1 in mediating resistance to PI3Kα inhibition. The overexpression of a constitutively active form of SGK1 in MDA-MB-361 cells, which are sensitive to PI3Kα inhibition, was sufficient to increase cell viability in the presence of BYL719 (Figure 4A). In parental cells, PI3Kα inhibition decreased both AKT phosphorylation and mTORC1 signaling, while cells overexpressing SGK1 maintained mTORC1 signaling in the presence of BYL719. Given that genetic inactivation of SGK1 is toxic (Sommer et al., 2013), we generated doxycycline-inducible shRNA targeting SGK1. Upon SGK1 knockdown we observed a decrease in cell viability that was enhanced in the presence of BYL719 (Figure 4B). Accordingly, SGK1 knockdown decreased pNDRG1 and mTORC1 target levels only when combined with PI3Kα inhibition.

Next, we studied the effects of pharmacological inhibition of SGK1 in our models. The few SGK inhibitors currently available have low activity in cellular models. To overcome this problem, we characterized a recently described SGK inhibitor (SGK1-inh) (Halland et al., 2015). SGK1-inh exhibited an IC_50_ of 4.8 nM at 10 μM ATP using a recombinant SGK1 kinase assay, with appreciable activity also toward SGK2 and SGK3 (IC_50_ of 2.8 nM and 590 nM, respectively) (Figure 4C). The specificity of this compound was tested in vitro at a concentration of 1 μM (200-fold higher than the SGK1 inhibitory dose) against a panel of 140 human kinases showing remarkable selectivity toward SGK1 (Figure S5A). Despite detecting no activity against AKT1, PDK1, PKC, or RSK, we found that at this high concentration S6K was also inhibited, probably due to the high similarity of their catalytic sites. Because S6K is a key downstream substrate of mTORC1, we aimed to further characterize the activity of SGK1-inh toward S6K. Recombinant in vitro kinase assay of S6K demonstrated an IC_50_ of 33 nM, seven times higher than the IC_50_ for SGK1 (Figure S5B). At the cellular level, we performed an S6K kinase assay in 293T cells overexpressing constitutively active S6K (ΔCT T389E) treated with increasing concentrations of SGK1-inh, and found an IC_50_ of ∼20 μM (Figure S5C). Next, using two fibroblast cell lines that lack TSC2 (derived from TSC2 knockout mice and a lymphangioleiomyomatosis patient, respectively), we observed that increasing concentrations of SGK1-inh up to 30 μM were not able to reduce S6K signaling in these cellular models, as assessed by the downstream S6K targets pS6 (S235/6), pS6 (S240/4), and pmTOR (S2448) (Figure S5D). This suggests that SGK1-inh does not have activity toward S6K at concentrations below 20–30 μM. We also excluded any potential inhibition of mTORC1 by SGK1-inh by testing this compound against mTOR in a recombinant kinase assay (IC_50_ > 5,000 nM; Figure S5E).

Our computational analyses and preliminary characterization of SGK1-inh suggested that this compound acts as a type II kinase ATP-competitive inhibitor binding preferentially to the inactive conformation of the kinase (Figure 4D). By performing an ATP-competition assay we confirmed that addition of increasing concentrations of ATP decreased the potency of SGK1-inh in a dose-dependent manner (Figure S5F). Docking models using the active conformation of SGK1 show that the sulfonamide moiety with the terminal hydrophobic ring points out from the pocket toward the solvent (Figure S5G), rendering the bound state unstable. In contrast, in the inactive conformation several hydrophobic residues mediate interactions with SGK1-inh within the allosteric DFG-out pocket (mainly V149, L159, V154, and V160; Figure 4E). The pyrazolo(3,4-b)pyrazine head portion of SGK1-inh interacts with the key residues D177 and I179, similar to the interactions with ATP (Figures 4E and S5H). The energetics of SGK1-SGK1-inh binding are more favorable than SGK1-ATP, as assessed by binding free energy calculations (Figure S5I). The electrostatic components of these interactions are similar between ATP and SGK1-inh, and the majority of the binding energy arises from more favorable packing (van der Waals) interactions made between SGK1-inh and the kinase (Figure S5I). Most of the favorable interactions that take place between SGK1 and SGK1-inh are with amino acids found within the SGK1 active site (Figure S5J, upper panel). In silico alanine scanning of the key residues resulted in loss of binding free energies, confirming the importance of these amino acids in the protein-ligand interactions (Figure S5J, lower panel).

Based on the ability to inhibit NDRG1 phosphorylation in the presence of BYL719 in our models (Figure 4F), we estimated that the appropriate concentration of SGK1-inh to fully inhibit endogenous SGK1 is 10 μM. This relatively high concentration (still lower than the concentration needed to affect S6K activity) may be explained by the fact that these sulfonamide derivatives exhibit poor permeability (133 × 10^−7^ cm s^−1^ in Caco2 cell permeability assays) (Halland et al., 2015). Treatment of HCC1954 and JIMT1 cells with the combination of BYL719 and SGK1-inh not only abrogated pNDRG1 (T346) but also mTORC1 signaling (Figures 4G and S5K). Using m^7^GTP pulldowns we also found that combined PI3Kα and SGK1 inhibition induces a decreased cap-dependent translation, as seen by the increased 4EBP1 and decreased eIF4A and eIF4G binding to the m^7^GTP beads (Figure S5L). This translated to superior inhibition of cell viability of BYL719-resistant cell lines treated with the combination of BYL719 and SGK1-inh (Figures 4H, S5M, and S5N). We then assessed the potential antitumor activity of SGK1-inh in xenografts. We observed that only the combination of BYL719 and SGK1-inh reduced tumor burden (Figure 4I) and phosphorylation of S6, 4EBP1, and NDRG1 (Figures 4J and S5O).

These results show that targeting SGK1 pharmacologically is feasible, and demonstrate that dual inhibition of AKT and SGK1 is required to achieve full suppression of mTORC1 and proliferation.

### SGK1 Interacts with and Phosphorylates TSC2

Due to its similarity with AKT, we reasoned that SGK1 could modulate mTORC1 activity by interacting with a component of the TSC/RHEB/mTORC1 axis. Immunoprecipitation of TSC1, TSC2, RHEB, and mTOR in 293T cells revealed that SGK1 physically interacts with both mTOR and TSC2 proteins (Figures 5A and S6A). While the interaction between SGK1 and mTOR has previously been described, as mTORC2 is responsible for the HM phosphorylation of SGK1 (Garcia-Martinez and Alessi, 2008), to our knowledge the interaction between SGK1 and TSC2 was previously unreported. This result was corroborated in a live cell context by performing fluorescence resonance energy transfer (FRET) experiments using EGFP-tagged TSC2 and EYFP-tagged SGK1 in HeLa cells (Figure 5B). We further confirmed the interaction between endogenous SGK1 and TSC2 by co-immunoprecipitation (Figure 5C). Moreover, we determined the proportion of endogenous SGK1 that is associated with the TSC complex by performing sucrose gradient experiments in JIMT1 lysates. The TSC complex fractionated at high-density fractions (fraction 5), as assessed by the presence of the three components TSC1, TSC2, and TBC1D7 (Figure S6B) (Dibble et al., 2012). Although most of the SGK1 fractionated at low-molarity fractions, approximately 20% of the kinase eluted at fractions similar to those of the TSC complex. Considering SGK1 as a monomer (or perhaps a dimer [Zhao et al., 2007]), only the association with a larger complex such as the TSC complex can explain the elution at these high sucrose gradients.

Co-immunoprecipitation assays using five different fragments of TSC2 demonstrated that SGK1 binds to the N-terminal region of TSC2 (Figure 5D), which contains a leucine zipper (LZ) domain important for protein-protein interactions and the interaction with TSC1 (Li et al., 2004).

SGK1 has high similarity to AKT in the kinase domain and thus shares many substrates that contain the AGC kinase consensus motif RXRXX(S/T), where R is arginine, X is any amino acid, and (S/T) is a phosphorylatable serine or threonine (Alessi et al., 2009). The use of a degenerated phosphospecific motif antibody allows detection of these phosphosites and has previously been shown to be a reliable surrogate for phospho-TSC2 detection (Manning et al., 2002). When we analyzed the TSC2 protein sequence we found seven putative sites of phosphorylation: S939, S981, T993, S1130, S1132, T1462, and S1798. All of these sites were conserved across several species (Figure S6C). We then established an in vitro kinase assay using recombinant active SGK1 and TSC2 immunoprecipitated from 293T cells as a substrate. To deplete endogenous phosphorylated TSC2, we pre-treated 293T cells with the AKT inhibitor MK2206. The addition of recombinant SGK1 kinase increased the phosphorylation of the RXRXX(S/T) sites of TSC2, even when cells were pre-treated with AKT inhibitor (Figure 5E). Using mass spectrometry (MS), we found increased phosphorylation in all of these sites, except for T993 (Figure 5F). Mutation of these six sites into the non-phosphorylatable amino acid alanine (TSC2 6A) completely abrogated the ability of SGK1 to phosphorylate TSC2 in vitro (Figure 5G).

It is well accepted that phosphorylation of these sites increases downstream RHEB-GTP loading and mTORC1 signaling, as a result of a translocation from the lysosome to the cytoplasm (Inoki et al., 2003a, Menon et al., 2014). The phosphorylation and inhibition of TSC2 is phenocopied by the loss of expression of the protein itself, as demonstrated by the induction of mTORC1 activity and consequent resistance to BYL719 in the T47D PI3Kα inhibitor-sensitive cell line depleted of TSC2 (Figures S6D and S6E). To confirm that our biochemical findings are consistent with the proposed mechanism of resistance to BYL719, we treated HCC1954 and JIMT1 cells with BYL719, GSK2334470, SGK1-inh, and the combination of these agents, and found that the phosphorylation of endogenous TSC2 decreases only upon dual PI3Kα and PDK1 or SGK1 suppression (Figure 5H). These results demonstrate that SGK1 can sustain mTORC1 activity in BYL719-resistant cells by phosphorylating and inhibiting the mTORC1-negative regulator TSC2.

We then asked whether kinases other than AKT or SGK1 are involved in the phosphorylation of TSC2 and sustained activation of mTORC1 upon PI3Kα inhibition (Figure S6F). Extracellular Signal-regulated Kinase (ERK) and the downstream AGC kinase RSK phosphorylate TSC2, activating downstream mTORC1 effectors (Ma et al., 2005, Roux et al., 2004). However, we did not detect changes in TSC2 phosphorylation at S939 (or mTORC1 downstream signaling) when HCC1954 cells were treated with the MEK inhibitors PD0325901 and GSK1120212, and downstream ERK and RSK were fully inhibited (Figure S6G). AMP-dependent protein kinase (AMPK), which is activated in conditions of energy stress, phosphorylates TSC2 at S1345 and induces the inhibition of mTORC1 (Inoki et al., 2003b). Treatment of HCC1954 cells with the stress-inducing agent 2-deoxyglucose and the AMPK activator A769662 were unable to rescue the sustained phosphorylation of S6 in this resistant model (Figure S6H). In line with the AMPK regulation of mTORC1 signaling, GSK3 kinase has also been reported to phosphorylate TSC2 using the AMPK-specific site S1345 as a priming event, in a process downstream of WNT signaling (Inoki et al., 2006). However, incubation of HCC1954 cells with the recombinant WNT antagonist DKK-1 did not reduce the sustained S6 phosphorylation (Figure S6I).

Altogether, these results suggest that in our resistant models SGK1 is the main kinase involved in the phosphorylation of TSC2 and sustained mTORC1 activation.

## Discussion

In this work, we show that inhibition of the constitutively active kinase PDK1 overcomes resistance to PI3Kα inhibitors in *PIK3CA*-mutant breast cancer cells insensitive to PI3Kα inhibition. We discovered that upon PI3Kα inhibition, and thus low levels of PIP_3_ and full suppression of AKT, SGK1 contributes to the maintenance of residual mTORC1 activity and cell survival through direct phosphorylation and inhibition of TSC2. Suppression of either PDK1 or SGK1 prevents mTORC1 activation and sensitizes resistant cells to PI3Kα blockade, underscoring the causative role of this signaling route in inducing the resistance phenotype (Figure 6).

Summarizing our current knowledge, resistance to PI3Kα inhibitors in *PIK3CA*-mutant malignancies may occur as a result of either PI3K-dependent or -independent mechanisms. An example of a PI3K-dependent acquired resistance mechanism has recently been shown by the observation that loss of PTEN results in activation of PI3K p110β, thus forfeiting PI3Kα signaling (Juric et al., 2015). Similarly, reactivation of PI3K p110β signaling has also been revealed to be a mechanism of adaptive resistance in PI3Kα-driven cells (Costa et al., 2015). In terms of PI3K-independent mechanisms, we now propose that mTORC1 sustained activity is, at least in part, mediated by PDK1-SGK1 signaling. In this context, AKT activity would be dispensable for cell survival, in accordance with previous reports showing that AKT activity is not always required for the downstream PI3K signaling (Gasser et al., 2014, Vasudevan et al., 2009).

The role of SGK1 in mediating mTORC1 activation upon PI3Kα inhibition can be explained by the differential regulation of AKT and SGK1 upon pharmacological stress. Although both kinases share the same upstream regulators, mTORC2 and PDK1, AKT contains a PH domain that is required for the PI3K-dependent plasma membrane translocation and subsequent activation. In contrast, SGK1 does not require plasma membrane localization, which could partially explain why it remains active in the absence of PIP_3_. In our resistant cell lines treated with PI3Kα inhibitor, we observe a substantial but incomplete decrease in SGK1 activity. This can be partially explained by the fact that PIP_3_ controls mTORC2 (Gan et al., 2011) in a mechanism that seems to require mSIN1 (Liu et al., 2015). However, other PIP_3_-independent pools of mTORC2 that are not regulated by growth factors (Frias et al., 2006) might be responsible for residual SGK1 activity. While PDK1 is a constitutively active kinase and can be present in both cytoplasm and membrane (upon PIP_3_ synthesis), the subcellular localization of mTORC2 is ambiguous (Cybulski and Hall, 2009). Therefore, it is plausible that different pools of mTORC2 can be found within the cell.

Pharmacological inhibition of PDK1 has been reported to have a profound effect on the activity of several AGC kinases such as RSK, S6K, PKC, and SGK (Najafov et al., 2011). However, higher doses of PDK1 inhibitors are required to achieve the same inhibitory effects on AKT. In fact, in the presence of 1 μM GSK2334470 AKT can be efficiently activated by PDK1 through different PIP_3_-dependent or PIF-binding pocket-dependent mechanisms (Najafov et al., 2012). In our experiments using endogenous immunoprecipitated SGK1 and AKT, we show that this is indeed the case. In the presence of BYL719, SGK1 but not AKT remains active; conversely, upon GSK2334470 treatment, SGK1 but not AKT is fully inhibited. Single activity of any of these kinases seems to be sufficient to propagate downstream pro-survival signaling through mTORC1 activation and FOXO3 repression. This is also confirmed by the fact that the combination of both agents efficiently inhibits FOXO3 and mTORC1, eliciting a powerful antitumor effect. In this setting, rather than inhibition of AKT, NDRG1 phosphorylation (a substrate of both AKT and SGK1) should be used as readout of pathway inhibition (Kobayashi et al., 1999).

The role of SGK1 in regulating signaling downstream of mTORC2 is intriguing but not entirely unexpected. From the evolutionary point of view, the SGK1 ortholog in *Drosophila melanogaster* is dAkt, which shares similarity with human SGK1 (63%) and AKT1 (67%). Thus, it is tempting to speculate that due to the high overlap of their substrates, *Drosophila* dAkt plays the role of both AKT and SGK1. In fact, Ypk2 and Gad8, the SGK1 orthologs in budding and fission yeast, respectively, are the main TORC2 downstream effectors (Cybulski and Hall, 2009, Kamada et al., 2005, Matsuo et al., 2003). Similarly, in *Caenorhabditis elegans*, sgk-1 appears to be essential for TORC2 signaling, lifespan, and growth (Jones et al., 2009, Soukas et al., 2009).

In summary, our findings show that SGK1 mediates resistance to PI3Kα inhibitors through the activation of mTORC1, which can be reverted by PDK1 blockade. This study highlights the importance of understanding the underlying mechanisms of protein kinase regulation in uncovering critical nodes for pharmacological intervention and improving the therapeutic options for oncogene-driven cancers.

## Experimental Procedures

### RNAi Screening

JIMT1 and HCC1954 cells were seeded and reverse transfected using Dharmafect-1 with the kinome and phosphatome Ambion Silencer Select v4.0 libraries. Cells were treated with DMSO or 1 μM BYL719, and 7 days after transfection cell viability was assessed. Full details can be found in Supplemental Experimental Procedures.

### Immunoblot Detection

Protein lysates were extracted and separated using SDS-PAGE gels according to standard methods. Membranes were probed using specific antibodies. PDK1, pAKT (S473), pAKT (T308), pS6K (T389), pS6 (S240/4), pS6 (235/6), p4EBP1 (S65), PARP, Actin, pRSK (S227), cleaved caspase 3, pFOXO1/3 (T24/T32), SGK1, SGK2, SGK3, pNDRG1 (T346), NDRG1, FLAG, HA, and phospho-RXRXX(S/T) were from Cell Signaling Technology.

### Animal Studies

Animals were housed, maintained, and treated at Memorial Sloan Kettering Cancer Center (MSKCC) in accordance with Institutional Animal Care and Use Committee (protocol number 12-10-019). 5 × 10^6^ cells in 1:1 PBS/Matrigel (Corning) were injected subcutaneously into athymic *Foxn1*^*nu*^ nude mice. When a volume of ∼150 mm^3^ was reached mice were randomized and treated, and tumors were measured twice per week for 1 month. Full details can be found in Supplemental Experimental Procedures.

### Patient Samples

The MSKCC Institutional Review Board approved the study. Pre-treatment formalin-fixed paraffin-embedded blocks from patients treated with the PI3Kα inhibitor BYL719 enrolled in the clinical trial NCT01870505 conducted at MSKCC were used for immunohistochemistry (IHC). Informed consent was obtained from all subjects. Full details of tissue microarray construction are provided in Supplemental Experimental Procedures.

## Author Contributions

P.C., D.R.A., J.B., and M.S. designed the research. P.C. and H.E. performed the in vitro and in vivo experiments. R.B. performed endogenous kinase assays. E.T. performed ChIP experiments. S.K. and C.S.V. performed the docking and MS. F.J.C. performed methylation analysis. E.B. scored and quantified IHC experiments. P.R., S. C., and M.D. provided patient samples. P.C. prepared the figures. P.C., M.S., and J.B. wrote the manuscript.

## Figures and Tables

**Figure 1:**
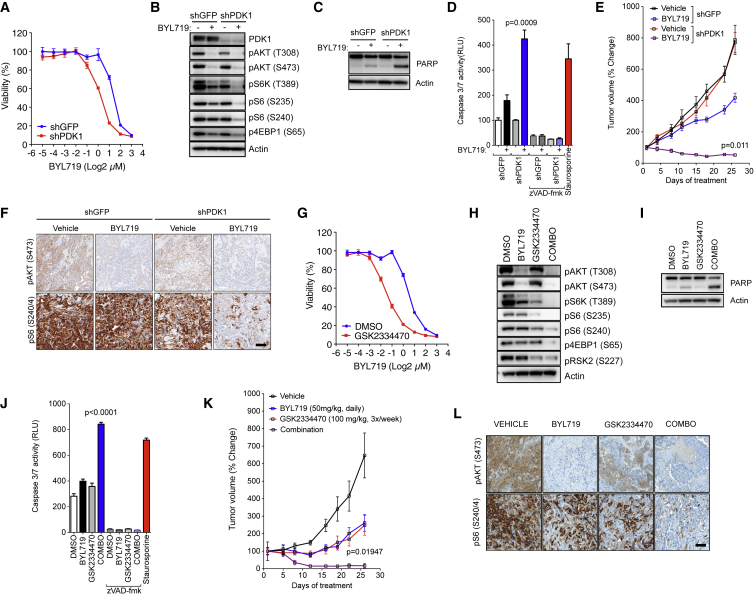
PDK1 Inhibition Sensitizes Resistant Cells to BYL719 (A) Dose-response curves from HCC1954 cells transduced with shGFP and shPDK1 and treated with BYL719 for 6 days. (B) Western blot comparing cells from (A) treated with BYL719 (1 μM) for 4 hr. (C) PARP western blot in cells transduced with shGFP and shPDK1 and treated with BYL719 (1 μM) for 24 hr. (D) Caspase 3/7 DEVDase activity of HCC1954 shGFP and shPDK1 cells treated with BYL719 (1 μM) for 12 hr in the presence or absence of caspase inhibitor zVAD-fmk (20 μM). Staurosporine was used as a positive control (1 μM; 4 hr). (E) HCC1954 shGFP and shPDK1 xenografts treated with vehicle or BYL719 (n = 10/arm). (F) IHC analysis of tumors from (E) collected at the end of the experiment after 4 hr of the last treatment. Scale bar, 100 μm. (G) Dose-response curves from HCC1954 cells treated with BYL719 in the presence or absence of GSK2334470 (1 μM) over 6 days. (H) Western blot comparing HCC1954 cells treated with BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 4 hr. (I) Western blot of PARP in cells treated for 24 hr. (J) Caspase 3/7 DEVDase activity of lysates from HCC1954 cells treated with BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 12 hr in the presence or absence of caspase inhibitor zVAD-fmk (20 μM). Staurosporine was used as a positive control (1 μM, 4 hr). (K) HCC1954 xenografts treated with vehicle, BYL719 (25 mg kg^−1^), GSK2334470 (100 mg kg^−1^), or the combination of both agents (n = 10/arm). (L) IHC analysis of tumors from (K) collected at the end of the experiment after 4 hr of the last treatment. Scale bar, 100 μm. p Values were calculated using Student's t test. Error bars denote ±SEM. See also Figures S1 and S2.

**Figure 2:**
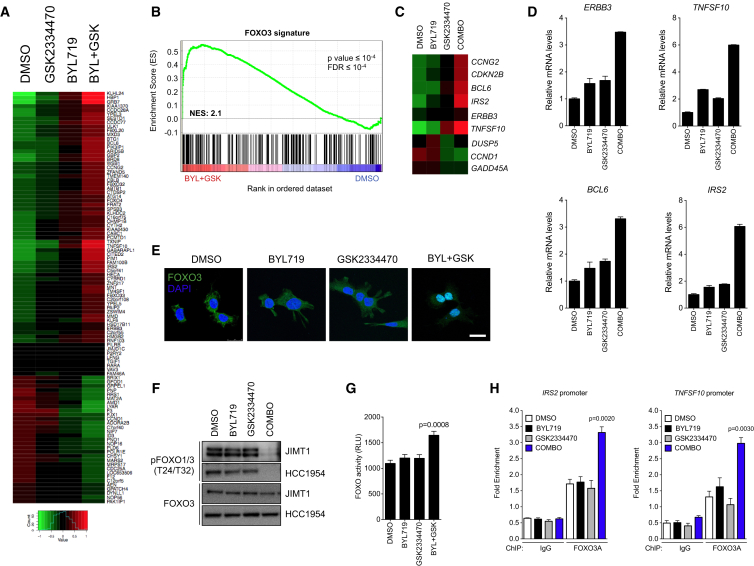
FOXO Activation upon PDK1 and PI3Kα Inhibition (A) Changes in the top 200 differentially expressed genes in HCC1954 and JIMT1 cells treated with DMSO, BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 4 hr. Gene upregulation is in red and gene downregulation is in green. (B) Enrichment plot for the FOXO3 signature in HCC1954 cells. NES, normalized enrichment score. (C) Heatmap showing changes in expression of FOXO3 targets in HCC1954 and JIMT1 cells. (D) mRNA expression in HCC1954 cells treated with DMSO, BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 4 hr. (E) Representative images of FOXO3 immunofluorescence (green) in HCC1954 cells treated with DMSO, BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 4 hr. Nuclei are shown in blue (DAPI). Scale bar, 25 μm. (F) Western blot analysis of FOXO1/3 phosphorylation (T24/T32) in HCC1954 and JIMT1 cells treated with DMSO, BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 4 hr. (G) Luciferase reporter assay in HCC1954 cells stably transduced with the FOXO consensus motif reporter construct treated as indicated for 12 hr. RLU, relative light units. (H) ChIP-qPCR assay of FOXO3A binding at *TNFSF10A* and *IRS2* promoters in HCC1954 cells treated as indicated in (F). p Values were calculated using Student's t test. Error bars denote ±SEM. See also Figure S3.

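The 200 genes with the smallest p over both cell lines under the combination against DMSO comprised 129 that rose and 71 that fell. FBXO32 ranked highest, with a log2 fold change of 1.70 averaged over both lines, followed by HBP1 (2.50), ARID5B (1.78), the zinc-binding protein YPEL3 (1.85), the kinase PIM1 (1.73), KLHL24, CREBRF (2.83), CITED2 (1.56), LFNG (1.79) and CCNG2 (2.67). Among the falls, the nucleolar LYAR (-1.13), the purine nucleoside phosphorylase PNP (-0.96), SLC45A3 (-1.22), the retinoic acid receptor RARA (-1.05) and the non-coding RNA SNHG15 (-0.88) ranked highest. The rising genes included 20 of the FOXO-activated list and the falling genes 9 of the ribosome biogenesis list. Of these FOXO genes, all but PIK3IP1, TP53INP1 and PINK1 are drawn in Figs. 2A and 2C. Both lists were written after Fig. 2A, which shows the paper's own top genes of these arrays, had been seen, so these overlaps are not independent evidence. Of the 129 rising genes 123 passed the test in each line by itself, and of the 71 falling genes 70. The ranking was chosen after the counts of each line had been seen, and it selects genes for the combination effect, so their medians are given here for that effect only (0.96 and -0.81).

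The single agents were set beside the combination in the cell line in which the genes had not been chosen, which has its own DMSO arrays. The 843 genes that rose in HCC1954 under the combination had median log2 fold changes in JIMT1 of 0.23 under BYL719, 0.13 under GSK2334470 and 0.36 under the combination, with 82.2%, 76.4% and 87.1% of them above 0. The 1005 genes that fell in HCC1954 had medians of -0.22, -0.10 and -0.27 in JIMT1. The 1511 genes that rose in JIMT1 had medians of 0.14, 0.07 and 0.19 in HCC1954, with 81.5%, 65.6% and 81% above 0, and the 1071 genes that fell in JIMT1 had medians of -0.17, -0.05 and -0.27 in HCC1954. Under the combination, 457 genes rose in both lines, against 105.2 if the calls of the lines were independent, and 439 fell in both, against 88.9. Another 9 genes rose in HCC1954 and fell in JIMT1, and 23 did the opposite. Under BYL719, 115 genes rose in both lines (14.9 if independent) and 116 fell in both (11.8 if independent). Across the 12109 genes, the log2 fold changes of the lines correlated with Pearson's r = 0.49 and Spearman's rho = 0.43 under the combination, r = 0.40 and rho = 0.36 under BYL719, and r = 0.09 and rho = 0.09 under GSK2334470. Genes are not independent replicates, and the SE of r for the combination from leaving out arrays was 0.049.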

**Figure 3:**
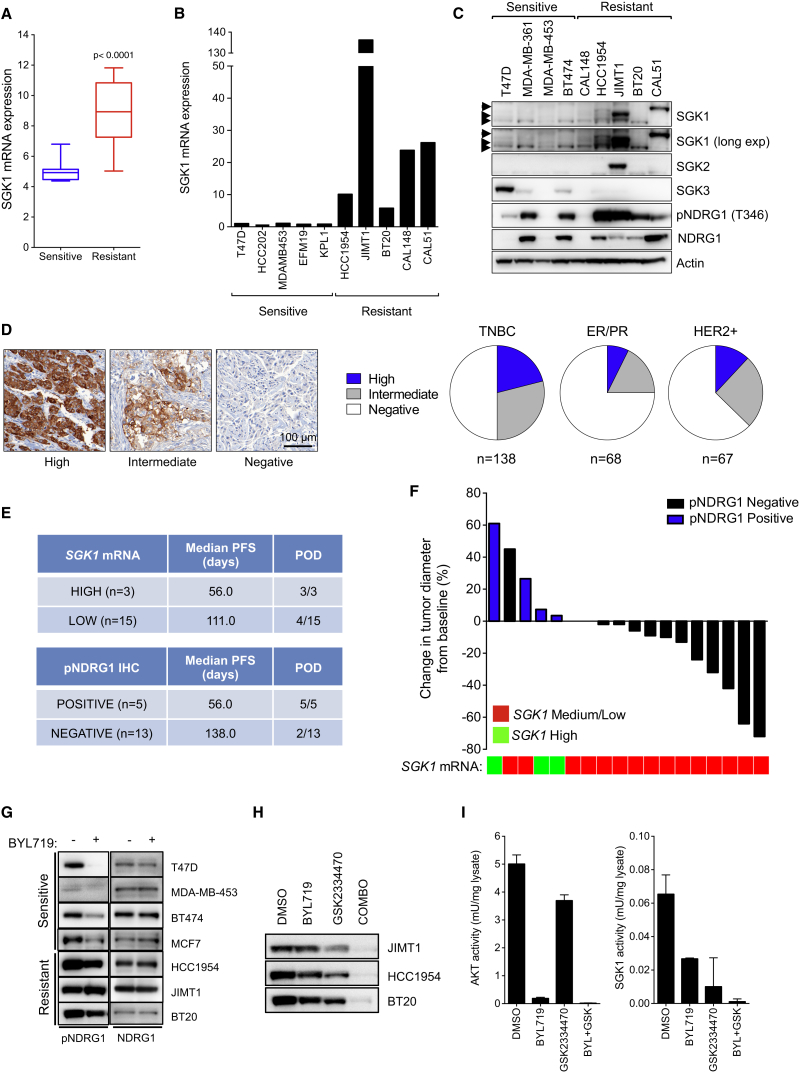
SGK1 Upregulation in BYL719-Resistant Cell Lines (A) *SGK1* mRNA levels in breast cancer cell lines sensitive or resistant to BYL719 (n = 27). Box indicates the median and the interquartile range, and whiskers represent minimum and maximum. (B) *SGK1* mRNA levels in a panel of *PIK3CA*-mutant breast cancer cell lines sensitive or resistant to BYL719. (C) Western blot analysis of SGK1, SGK2, SGK3, and phosphorylated NDRG1 in a panel of *PIK3CA*-mutant breast cancer cell lines. Arrowheads indicate the SGK1 isoforms. (D) Representative images of phosphorylated NDRG1 (T346) IHC in breast cancer tumors and quantification of the stainings observed in a cohort of 273 breast cancer cases. (E) Summary of the median number of days of progression-free survival (PFS) and the number of patients experiencing progression of disease (POD) as best response according to RECIST criteria in association with *SGK1* mRNA levels and positivity to pNDRG1 staining by IHC. (F) Waterfall plot showing changes in tumor size of the patients included in the study. Heatmap represents the *SGK1* mRNA levels for each tumor sample. (G) Western blot for NDRG1 and phosphorylated NDRG1 (T346) in BYL719-sensitive and -resistant breast cancer cell lines treated with BYL719 (1 μM) for 4 hr. (H) Western blot of phosphorylated NDRG1 (T346) in resistant cells treated with DMSO, BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 4 hr. (I) Endogenous kinase assay for SGK1 and AKT in HCC1954 cells treated with DMSO, BYL719 (1 μM), GSK2334470 (1 μM), or the combination of both agents for 4 hr. p Values were calculated using Student's t test. Error bars denote ±SEM. See also Figure S4.

**Figure 4:**
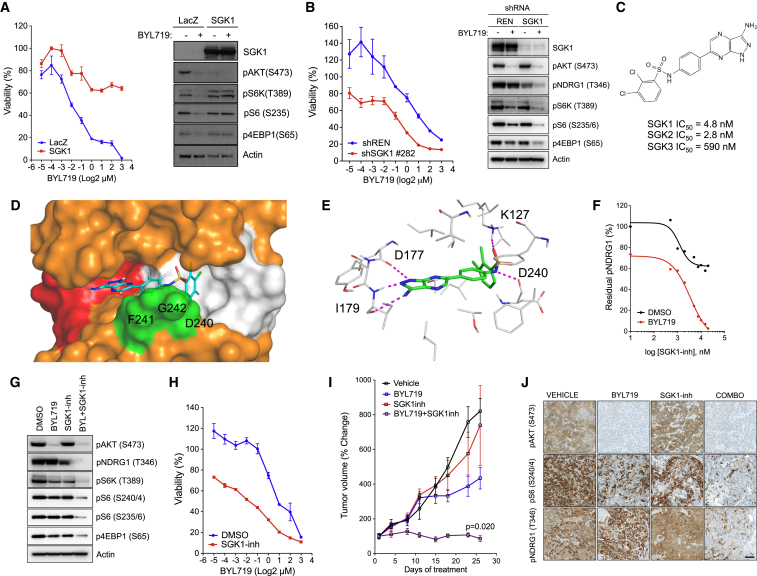
SGK1 Inhibitor Sensitizes Resistant Cells to BYL719 (A) (Left) Dose-response curves from MDA-MB-361 cells transduced with pLenti7.3-LacZ or pLenti7.3-SGK1 (Δ60, S422D) constructs and treated with increasing concentrations of BYL719 for 6 days. (Right) Western blot analysis of LacZ and SGK1 transduced MDA-MB-361 cells treated with BYL719 (1 μM) for 4 hr. (B) (Left) Growth curves of HCC1954 cells stably expressing doxycycline-inducible control (REN) or SGK1 knockdown treated with increasing concentrations of BYL719 for 6 days. (Right) Western blot analysis of GFP-sorted control (REN) and SGK1 shRNA cells treated with BYL719 (1 μM) for 4 hr. (C) Chemical structure of SGK1-inh and in vitro SGK1 kinase activity assay in the presence of increasing concentrations of SGK1-inh. IC_50_ for SGK1, SGK2, and SGK3 are indicated. (D) Docking overview of SGK1-inh in the DFG-out conformation of SGK1. The hinge region is colored in red, the DFG motif in green, the “allosteric” hydrophobic cavity that results from the DFG flip in grey, and the rest of the kinase in orange. The DFG motif amino acids are indicated (D240, F241, and G242). (E) Detailed residues that mediate the interaction between SGK1-inh and the inactive conformation of SGK1. Hydrogen bonds are shown as purple dotted lines. (F) Western blot quantification of NDRG1 phosphorylation (T346) in HCC1954 cells treated with increasing concentrations of SGK1-inh for 4 hr in the absence or presence of BYL719 (1 μM). (G) Western blot analysis of HCC1954 cells treated with BYL719 (1 μM), SGK1-inh (10 μM), or both agents for 4 hr. (H) Dose-response curves from HCC1954 cells treated with BYL719 for 6 days in the absence or presence of SGK1-inh. (I) HCC1954 xenograft treated with vehicle, BYL719 (25 mg kg^−1^), SGK1-inh (50 mg kg^−1^), or the combination of both agents (n = 10/arm). (J) IHC analysis of tumors from (K) collected at the end of the experiment 4 hr after the last dosage. Scale bar, 100 μm. p Values were calculated using Student's t test. Error bars denote ±SEM. See also Figure S5.

**Figure 5:**
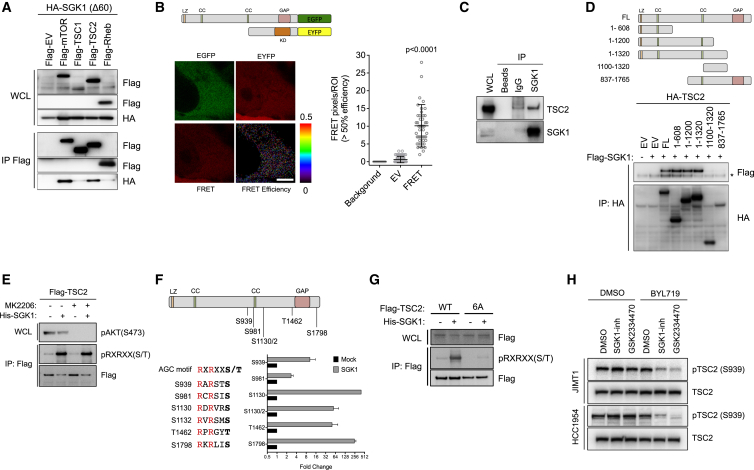
SGK1 Interacts with and Phosphorylates TSC2 (A) Co-immunoprecipitation assay in 293T cells ectopically express the indicated proteins. (B) Representative efficiency images from the FRET experiment performed in HeLa cells, with the constructs indicated above. Scale bar, 5 μm. Quantification of FRET efficiency dots is shown on the right. ROI, region of interest. (C) Co-immunoprecipitation (IP) of endogenous SGK1 and TSC2 in JIMT1 cells. IgG, immunoglobulin G. (D) Co-immunoprecipitation assay in 293T cells between FLAG-SGK1 and truncation mutants of HA-TSC2. Asterisk indicates IgG. Truncation TSC2 mutants are shown schematically at the top. Domains: LZ, leucine zipper; CC, coiled coil; GAP, GTPase activation protein. (E) In vitro kinase assay using recombinant His-SGK1 and immunoprecipitated FLAG-TSC2 from 293T cells as a substrate (2 μM MK2206, 1 hr). (F) Quantification of the phosphorylated site identified using liquid chromatography-MS/MS in the absence or presence of recombinant SGK1. Schematic view and amino acid sequence of the predicted SGK1 phosphorylation sites in TSC2 are shown at the top. (G) In vitro kinase assay using recombinant His-SGK1 and immunoprecipitated and dephosphorylated FLAG-TSC2 WT or 6A as a substrate. (H) Western blot of phosphorylated TSC2 (S939) in HCC1954 and JIMT1 cells treated with DMSO, BYL719 (1 μM), GSK2334470 (1 μM), SGK1-inh (10 μM), or the combination of both agents for 4 hr. p Values were calculated using Student's t test. Error bars denote ±SEM. See also Figure S6.

**Figure 6:**
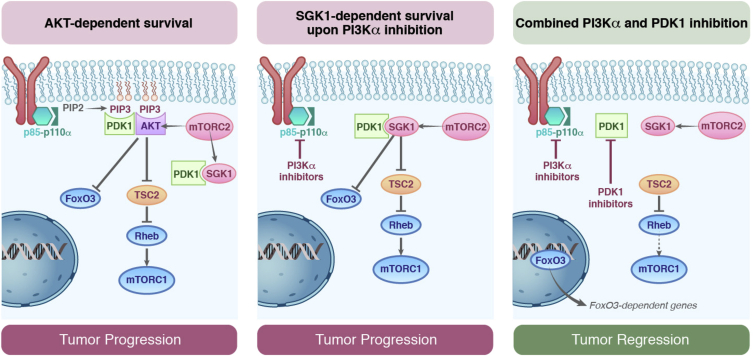
Proposed Model of PI3Kα Resistance in SGK1-Expressing Cells *PIK3CA*-mutant breast tumors depend on the PI3K pathway, which mainly signals through AKT. AKT phosphorylates and inhibits FOXO3 and TSC2, promoting mTORC1 activity and tumor progression (left panel). In the presence of PI3Kα inhibitors, PIP_3_ levels in the plasma membrane are negligible and AKT cannot be activated. High SGK1 cells become resistant to PI3Kα inhibitors, as SGK1 is not fully inhibited in the presence of these therapies, supporting FOXO3 and TSC2 phosphorylation, which promotes mTORC1 activity and tumor progression (middle panel). When SGK1 expressing cells are treated with PI3Kα and PDK1 inhibitors, both AKT and SGK1 are inhibited, inducing tumor regression as a result of FOXO3 activation and mTORC1 inhibition (right panel).

## Accession Numbers

The microarray data have been deposited in the Gene Expression Omnibus database under accession number GEO: GSE69189.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Table S1

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

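Gene expression was measured with Illumina bead arrays in HCC1954 and JIMT1 cells, 2 breast cancer lines that are insensitive to BYL719, after 4 hr with DMSO, BYL719, GSK2334470 or both agents. There were 3 arrays in each of 8 groups, 24 arrays in all, and the arrays of a group are labelled as biological replicates. The authors extracted total RNA with an RNeasy kit, made biotinylated cRNA and hybridised it. They deposited the scanner values as mean bead intensity per probe and array, on a linear scale and without background subtraction or normalization, with a detection p-value and the number of beads. GenomeStudio is named by the submitters' processing notes, and its version was not given in the sources used here. The deposited detection p-values come in steps of 1 in 770, as from 770 negative control probes. The authors also deposited processed intensities of the same arrays, on a linear scale, for which the method, the normalization and the background subtraction are not stated. Their median was 14.2 on 23 arrays and 14.1 on HCC1954 DMSO replicate 1, 28% of them were below 0, and their differences between arrays correlated with those of the scanner values at r from 0.96 to 1, with a rank correlation of 1 within arrays. They look background-subtracted and quantile normalized and were used only as an alternative. The 24 columns of bead standard errors were not used.

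The precision is limited by the 3 arrays per group. The median intensity of an array was 48.5 to 81.9, the median number of beads per probe was 17 to 20, and 41% to 45.2% of the probes of an array had a detection p-value under 0.05. Arrays of a group correlated at r from 0.99 to 0.9947 over the normalized log2 values.

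The intensities were processed in R 4.3.3 with limma 3.58.1. Background was corrected by neqc from the detection p-values with an offset of 16, followed by log2 and quantile normalization over the 24 arrays, so that values and fold changes are on a log2 scale that understates the change of dim genes. Probes were kept when their detection p-value was under 0.05 on all 3 arrays of at least 1 group. Gene names came from the array's probe annotation. Of 47323 probes, 30113 had 1 gene symbol, 8 had several and 17202 had none in the table used, and genes were named only from probes with 1 symbol. Of those, 30074 were found by gene ID in the RefSeq table of GRCh38.p14, which changed 0 symbols. The filter kept 21256 probes, 16345 of them with 1 symbol, for 12109 genes. Each gene was represented by the probe with the highest mean, and 3347 genes had over 1 probe past the filter. Genes with no named probe past the filter, among them SGK2 and PIK3CA, were not measured here.

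Each comparison was a contrast in 1 limma model of the 8 group means over all 24 arrays (lmFit and eBayes, 16 residual and 3.92 prior degrees of freedom), with Benjamini-Hochberg adjustment over the 12109 genes and a threshold of 0.05. The contrasts were each treatment against DMSO, the combination against each agent, BYL719 against GSK2334470, and non-additivity (the combination minus both single agents plus DMSO) within each line, each treatment against DMSO averaged over both lines, the difference between the lines in the combination effect (HCC1954 minus JIMT1), and the lines under DMSO for a few pathway genes. A gene with no probe detected on any array of a group was treated as not detected there.

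There were 23 gene lists: FOXO-activated targets, FOXO targets shown in Figs. 2A and 2C, receptor tyrosine kinases and adaptors, the PI3K, AKT, SGK and mTOR pathway, ribosome biogenesis, MYC and polyamine synthesis, ATF4 targets, sterol and fatty acid synthesis, glycolysis and HIF1 targets, ERK pathway output, G1/S, G2/M, cell-cycle inhibitors, cell death regulators, autophagy and lysosome, NF-kB targets, the unfolded protein response, heat shock proteins, luminal and basal epithelial markers, housekeeping genes, ribosomal proteins, and markers of other cell types. They were tested with limma's camera with a preset inter-gene correlation of 0.01, adjusted over the lists within a contrast, and beside it with an estimated correlation, with fry (statmod 1.5.0) and with fgsea 1.28.0, which ranks genes by the moderated t. Camera compares a list with the other genes, and fgsea compares it with random sets of genes, so their p-values do not measure only the spread between arrays. The plan named camera on the moderated t. The camera function turns that statistic into z-scores first, and its variant on the moderated t itself (cameraPR) was added, with the choice between them made after both results were seen.

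The genes named in the text follow a rule. It takes the genes the paper names for these arrays and those drawn in Fig. 2C, the 10 largest rises and 10 largest falls under the combination in each line and the 5 largest of each under each single agent, among genes past the threshold whose 3 treated arrays all lie beyond all 3 DMSO arrays. It also takes the 5 largest of each for non-additivity and for the difference between lines, up to 4 members of each list with the smallest adjusted p, and pathway genes of the paper. The pictures of Fig. 2 had been seen when the rule and the lists were written. Where other genes are named, mostly as examples from lists or because a count is 5 or fewer, they were chosen after their values were seen.

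The procedure was tested on a single simulated data set, in which every array had each gene's mean over the HCC1954 groups. The real spread of each gene was added as noise that was independent between genes. The set therefore held no difference between lines or treatments beyond the genes changed, and cannot test camera where genes are correlated. For non-additivity in HCC1954 the procedure recovered 80% of the genes changed 2-fold, and for the difference between lines in the combination effect 80%, with 50 genes of each size among 12109 and with 11 and 4 false calls. With no gene changed between DMSO and GSK2334470 in HCC1954 it made 1 false call. The real arrays gave 1 call as well, but a single simulated set cannot tell whether that call is false. With no list moved, the FOXO list had an adjusted p of 0.92.

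Alternatives were no background correction (values under 1 set to 1), median scaling, normalization within each line, the authors' processed values (floor of 16, with 51.8% of the values at or under it), no filter, the mean of a gene's probes, the replicate number as a block, a separate fit per line, an intensity trend in the prior, the methods' t-test (named in the legend of Fig. 2 for the figure as a whole), and leaving out each array. The tests of every probe, of the single agents' differences between lines and of the lists in comparisons other than those against DMSO and of the FOXO list without the genes drawn in Figs. 2A and 2C (planned only for the combination against DMSO), the summaries across lines and the ranking of 200 genes were added after the data were seen. The BeadChip that held each array was not given in the sources used here.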

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

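The tests of the spread between cell lines and of a smaller response to GSK2334470 in HCC1954, the differences between the lines under the single agents, the gene list tests of non-additivity and of differences between the lines, and those without the genes drawn in Figs. 2A and 2C were chosen after the results they concern had been seen.

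The combination effect differed between the cell lines for 542 genes by limma's test of the difference itself, higher in HCC1954 relative to JIMT1 for 173 and lower for 369 (179 and 241 with median scaling), 128 of them by at least 2-fold. TENT5A, a poly(A) polymerase, moved in opposite directions in the lines, with a rise of 0.85 in JIMT1 (adjusted p = 4e-06) against its fall in HCC1954, a difference of -2.08 (adjusted p = 4e-08). ANTXR2, the anthrax toxin receptor that binds extracellular matrix proteins, rose by 1.23 in HCC1954 (adjusted p = 7.4e-07) and had a log2 fold change of -0.67 in JIMT1 (adjusted p = 0.00059), a difference of 1.90 (adjusted p = 3.3e-06). LRIG1, a negative regulator of receptor tyrosine kinases, rose by 1.14 in HCC1954 (adjusted p = 5.8e-07) and had a log2 fold change of -0.45 in JIMT1 (adjusted p = 0.0077), a difference of 1.59 (adjusted p = 7.5e-06). In each of these changes all 3 combination arrays lay beyond all 3 DMSO arrays. SNAR-A1 fell in HCC1954 and had a log2 fold change of 0.02 in JIMT1 (adjusted p = 0.93), a difference of -1.85 (adjusted p = 7.5e-06).

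For the other genes with the largest differences, at least 1 group was near or below detection, so the fitted difference on the log2 scale is no bound on a fold. The fitted differences were 2.43 for YPEL1 (adjusted p = 4e-08), detected in neither JIMT1 group, 1.84 for RGCC (8.7e-06), which rose by 1.67 in HCC1954, 1.70 for PRDM8 (0.0018), which rose by 1.42 in HCC1954 and was detected in neither JIMT1 group, -1.85 for EDN2 (2.5e-05), which had a fitted change of 0.05 in JIMT1, -1.87 for FILIP1L (0.0013), which rose by 2.14 in JIMT1, and -2.14 for TNFSF10 (7.5e-05), detected on no JIMT1 array with DMSO.

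Among the lists, the combination effect was lower in HCC1954 than in JIMT1 for the FOXO-activated genes (adjusted p = 0.0019 from camera, 0.0044 with an estimated correlation, median difference -0.24, 2 genes higher and 12 lower, or 3 and 14 adjusted over the list alone). This call was lost without the genes that the paper draws in Figs. 2A and 2C from these arrays, which are not independent evidence. The other 24 genes of the list had a median difference of -0.10 (adjusted p = 0.78 from camera). Those 24 genes also moved less under the combination (medians 0.23 in HCC1954 and 0.34 in JIMT1, against 1.06 and 1.63 for the drawn genes). A failed test among them therefore cannot tell weaker targets from lines that do not differ. In the whole list, CITED2 (-1.16), GABARAPL1 (-1.17) and FOXO4 (-0.80) were among the lower genes, and GADD45A (0.70) and TP53INP1 (0.67) were the higher ones. It was also lower for the cell-cycle inhibitors (adjusted p = 0.0066, 0.023 with an estimated correlation, median difference -0.35, 1 higher and 5 lower, or 1 and 7 adjusted over the list alone), with the lower genes CCNG2, CDKN2B, GADD45B, HBP1 and BTG1 and the higher gene GADD45A. Of these genes all but GADD45B are drawn in Figs. 2A and 2C, and 9 of the 16 inhibitors are in the FOXO list. The inhibitor list was not tested without them, so it is no separate evidence. For CCNG2 (-1.21) and CDKN2B the direction of the difference depends on the probe, since another CCNG2 probe gave log2 fold changes of 2.12 in HCC1954 and 1.46 in JIMT1 and another CDKN2B probe 0.47 and 0.07, while each gene's remaining probe was lower in HCC1954 (1.58 and 1.93 for CCNG2, 0.76 and 1.77 for CDKN2B). The effect was higher in HCC1954 for the ERK pathway output genes (adjusted p = 0.004, 0.036 with an estimated correlation, median difference 0.11, 3 higher and 1 lower, or 6 and 1 adjusted over the list alone), with the phosphatases DUSP6 (1.40) and DUSP5 (1.08) and the transcription factor JUNB (0.77) higher and the receptor EPHA4 (-1.72) lower. Sterol synthesis genes (adjusted p = 0.012) lost their call with an estimated correlation (adjusted p = 0.18 with an estimated correlation).

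Groups of genes that the paper does not discuss as groups for these arrays changed under the combination, although it draws some of their genes. The medians of the ribosome biogenesis genes were -0.38 and -0.33 in HCC1954 and JIMT1. Of 37 autophagy and lysosome genes, 4 of which are in the FOXO list, 11 rose and 1 fell in HCC1954 (12 and 1 adjusted over the list alone) and 15 rose and 1 fell in JIMT1 (16 and 1 adjusted over the list alone), with medians of 0.13 and 0.23 (adjusted p = 0.00015 and 6.7e-05). The autophagy-initiating kinase ULK1 rose by 0.75 and 1.09 and ATG14, a subunit of an autophagy lipid kinase complex, by 0.98 and 0.93, while ATG16L1 fell in both lines. Of 16 cell-cycle inhibitors, 9 of which are in the FOXO list, 7 rose and 1, CDKN1A, fell in HCC1954 (7 and 3 adjusted over the list alone), and 7 rose and 2, CDKN1A and GADD45A, fell in JIMT1 (7 and 2 adjusted over the list alone), with medians of 0.12 and 0.31 (adjusted p = 0.016 and 0.00014). The antiproliferative BTG1 rose by 0.59 and 1.34. These calls hold with an estimated correlation. ULK1, ATG14, BTG1 and GADD45A are among the genes drawn in Figs. 2A and 2C. Neither the autophagy list nor the inhibitor list was tested without such genes, so they are not shown to be separate from the FOXO list.

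GSK2334470 alone changed 1 gene in HCC1954 (76, 5 and 2 without DMSO replicates 2, 1 and 3) and 155 in JIMT1 (78 and 99 without DMSO replicates 2 and 3, 98 and 102 without GSK2334470 replicates 1 and 2). Without GSK2334470 replicate 2, 181 genes were called in HCC1954, 67 higher and 114 lower, but only 94 of them had the sign of the JIMT1 effect and 7 were called in JIMT1, while the FOXO median went from 0.11 to 0.08, so whether that array hid an effect cannot be told apart from a structure of the arrays. The correlation across genes with the JIMT1 effect went from 0.09 to 0.03 without it, which is consistent with such a structure. The spread within the DMSO and GSK2334470 groups was 1.14 times that in JIMT1 (median SD 0.158 against 0.138), too small a difference to decide. A smaller response of HCC1954 is a candidate explanation that remains open. The FOXO list was lower in HCC1954 than in JIMT1 by a direct test (adjusted p = 4.9e-06, 0.00021 with an estimated correlation, median difference -0.14, with KLHL24, FBXO32 and BNIP3L lower among single genes, calls that belong to the 22 whose number rests on single arrays, and 9 lower adjusted over the list alone), but its 24 genes not drawn in Figs. 2A and 2C did not pass that test (median difference -0.04, adjusted p = 0.33). Under BYL719, the same 24 genes were lower in HCC1954 than in JIMT1 (median difference -0.17, adjusted p = 0.0085 from camera, 0.019 with an estimated correlation).

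In HCC1954 the FOXO list lay above the sum of the single-agent effects, as did its 24 genes not drawn in Figs. 2A and 2C (median 0.20, adjusted p = 0.00015 from camera). Compression of the single-agent changes in members below detection is argued against by the 35 members detected on all 24 arrays, whose median was 0.26. Compression by the offset in members that were dim but detected was not tested. The normalization is argued against by medians of 0.26 to 0.29 under the 4 other normalizations, and a single array by a lowest median of 0.25 without each HCC1954 array (highest unadjusted p from camera 9e-12). That FOXO targets respond to both agents by more than the sum in HCC1954 may be held as a hypothesis, found and tested on the same arrays. Whether the lines differ in this was not tested.

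For the differences between lines, normalization over both lines together is argued against, since 542 genes were called when each line was normalized by itself, although that setting moved the log2 differences little (SD of the change 0.0066). Median scaling, which moved them more (SD 0.068), gave 420, of which 391 were shared. Probes near background in 1 line are argued against as the whole cause, since 68.3% of the called genes were detected on all 24 arrays, against 75.4% of all genes. A biological difference between the lines could remain, as a hypothesis that 2 lines alone cannot test further.

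For comparisons of 3 arrays against 3, the 10 splits of the arrays are too few for a share under 0.05. The real count and the highest of the other splits were, for HCC1954, 467 and 2 (BYL719 against DMSO), 1 and 199 (GSK2334470 against DMSO), 1848 and 3 (combination against DMSO), 331 and 2 (combination against BYL719), 1084 and 167 (combination against GSK2334470), and 253 and 1 (BYL719 against GSK2334470). For JIMT1 they were 1383 and 4, 155 and 0, 2582 and 1, 143 and 1, 1351 and 1, and 528 and 1, in the same order. The 199 genes of another split of the HCC1954 DMSO and GSK2334470 arrays point to a structure of the samples. Averaged over both lines, chance can be excluded with 100 drawn splits, of which 1, the real one, was as large for BYL719 (1723, highest other 708), GSK2334470 (197, highest other 170) and the combination (3441, highest other 1674). For GSK2334470 this was tested with all arrays only, and the count of 197 rests on single arrays, being 99 without HCC1954 GSK2334470 replicate 3, 112 and 114 without JIMT1 GSK2334470 replicates 1 and 2, 115, 322 and 114 without HCC1954 DMSO replicates 1, 2 and 3, 116 without JIMT1 DMSO replicate 2, 131 with no filter on dim probes and 124 with the replicate block, and the other splits were not refitted in these settings. For the other contrasts chance was not excluded by this test, in which regrouped arrays carry treatment effects into the contrast. Of 100 splits, 11 were as large for non-additivity in HCC1954 (4, highest other 734), 10 in JIMT1 (4, highest other 1321), and 11, 12 and 8 for the difference between lines in the effect of the combination (542, highest other 1674), BYL719 (160, highest other 770) and GSK2334470 (22, highest other 145), and the highest of these, several times the real count, point to a structure of the samples, which includes the treatments. The count of 22 also rests on single arrays, being 90 without HCC1954 GSK2334470 replicate 2, 7 without HCC1954 DMSO replicate 3, 6 without JIMT1 DMSO replicate 1, 5 without JIMT1 DMSO replicate 3 or HCC1954 GSK2334470 replicate 1, 3 without JIMT1 GSK2334470 replicates 2 or 3 or HCC1954 GSK2334470 replicate 3, and 2 without HCC1954 DMSO replicates 1 or 2, JIMT1 DMSO replicate 2 or JIMT1 GSK2334470 replicate 1.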

How the results depend on the processing

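The tests of every probe, of camera on the moderated t itself and of the differences between lines under the single agents were chosen after the results had been seen, and the others before.

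The FOXO list under the combination kept its direction and its call in both lines under every alternative run. Its adjusted p ranged from 2.2e-25 to 1.6e-17 in HCC1954 and from 5e-29 to 3.3e-17 in JIMT1 over 9 other settings for processing and fit, and was 0.00071 and 0.00017 without the genes shown in Figs. 2A and 2C. Without each array the range was 1.7e-20 to 7.4e-19 and 9.2e-23 to 3.3e-20. Single named genes under an alternative other than leaving out an array were never called in the opposite direction. They kept their side of the threshold in 900 of 921 values with the authors' processed values, 906 with no background correction, 895 with median scaling, 917 with each line normalized by itself, 883 with no filter, 883 with the mean of a gene's probes, 899 with an intensity trend, 898 with the replicate block, 748 of 798 with a separate fit per line, and 540 of 752 with the methods' t-test, where 211 lost their call. The BeadChip as a block was not run, since it was not given in the sources used here. Signal over background limits what can be seen, since at most 45.2% of the probes of an array were detected.

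Without background correction, GSK2334470 changed 0 genes in HCC1954 by limma (1664 at an unadjusted p under 0.05), and non-additivity 0 there and 2 in JIMT1. With median scaling these HCC1954 counts were 2 and 0. With the authors' processed values they were 38 and 14, with 7 for non-additivity in JIMT1 and a correlation between lines of 0.43 (0.488 in the main setting). With the mean of a gene's probes they were 9 and 1, with an intensity trend 26 and 1, and with every probe tested 2 and 1, with 7 for non-additivity in JIMT1 and a correlation of 0.414. The cause was not tested. Without the filter, 20046 genes were tested, which shares the adjustment among more genes. BYL719 against GSK2334470 then gave 147 genes in HCC1954, non-additivity 0 there and 1 in JIMT1, the combination against BYL719 84 in JIMT1, GSK2334470 over both lines 131, and the correlation was 0.411. The 22 genes whose GSK2334470 effect differed between lines became 1 without background correction, 2 with median scaling, 2 without the filter and 8 with every probe.

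With a separate fit per line, in which fewer arrays share the spread, the counts were 249 for BYL719 against DMSO, 176 for the combination against BYL719, 111 for BYL719 against GSK2334470 and 0 for non-additivity in HCC1954, and 89 for GSK2334470 against DMSO, 78 for the combination against BYL719 and 0 for non-additivity in JIMT1. By the methods' t-test after adjustment, in which only the arrays compared give the spread, the HCC1954 counts were 0 for BYL719 (1597 at an unadjusted p under 0.05), 1 for GSK2334470 (1086), 388 for the combination (2511), 14 for the combination against BYL719 (1546), 142 against GSK2334470 and 5 for BYL719 against GSK2334470. The JIMT1 counts were 252 for BYL719 (2437 at an unadjusted p under 0.05), 4 for GSK2334470 (1363), 1251 for the combination (3592), 0 for the combination against BYL719 (1495, and 143 from limma after adjustment), 107 against GSK2334470 and 10 for BYL719 against GSK2334470.

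With the replicate number within each line as a block, GSK2334470 over both lines changed 124 genes in place of 197 and the difference between lines in its effect 8 in place of 22, and no other count moved by over 1.5 times. The replicate numbers do not pair the arrays. Deviations from the group means of arrays with the same number correlated from -0.21 to 0.23 in HCC1954, over 0.1 in 2 of 18 pairs, and from -0.12 to 0.09 in JIMT1, with 0 of 18 over 0.1, and 4 of 12 and 1 of 12 arrays had their best match at their own number.

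Without each array in turn, which leaves fewer arrays, counts in HCC1954 ranged from 245 to 369 for BYL719, 1 to 181 for GSK2334470, 1413 to 1739 for the combination, 198 to 228 for the combination against BYL719, 739 to 1085 against GSK2334470, 86 to 529 for BYL719 against GSK2334470 and 1 to 15 for non-additivity. In JIMT1 they ranged from 939 to 1182, 78 to 118, 1980 to 2128, 56 to 111, 813 to 1131, 329 to 417 and 1 to 5, in the same order. Over both lines they ranged from 1397 to 1646 for BYL719, 99 to 322 for GSK2334470 (99 without HCC1954 GSK2334470 replicate 3, 322 without HCC1954 DMSO replicate 2, and 112 to 116 without HCC1954 DMSO replicates 1 and 3, JIMT1 DMSO replicate 2 or JIMT1 GSK2334470 replicates 1 and 2) and 3053 to 3287 for the combination. The difference between lines ranged from 377 to 564 for the combination, 110 to 158 for BYL719 and 2 to 90 for GSK2334470, and the correlation from 0.445 to 0.497.

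Camera on the moderated t itself kept the FOXO calls (adjusted p = 2.9e-37 and 8.2e-53 under the combination). Against DMSO it also called receptor tyrosine kinases and adaptors under BYL719 in HCC1954 (0.028) and JIMT1 (0.004) and under GSK2334470 (0.028) and the combination (0.0022) in JIMT1, and cell-cycle inhibitors under BYL719 in HCC1954 (0.025). It did not call NF-kB targets under the combination in HCC1954 (0.053) and under BYL719 in JIMT1 (0.055), or glycolysis under BYL719 in JIMT1 (0.064).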

Differences from the paper's values

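The normalized enrichment score of FOXO genes under the combination against DMSO in HCC1954 was 2.92 here, and the paper's is about 2.1 in Fig. 2B, read by eye. The gene sets differ in an unknown way, since the paper's text does not name its set and the list used here was written separately. The ranking statistic and the genes ranked in the paper's enrichment analysis are not stated in its main text either. Among the alternatives set before the data were examined, the value falls within 1 error of the paper's without the genes shown in Figs. 2A and 2C (2.08). It stays apart with no background correction (2.98), median scaling and each line normalized by itself (2.92 each), the authors' processed values (2.81), no filter (2.90), the mean of a gene's probes (2.97), the replicate block (2.91), a separate fit per line (2.92), an intensity trend (2.94), the methods' t-test (2.65) and without each array (2.90 to 2.99). The error is the largest change of the score without 1 array, which was 0.08. It covers neither the reading by eye nor the unlike gene sets, nor any difference in the ranking or the genes ranked. The value of 2.08 therefore does not tell the cause of the difference.

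The paper describes the effect of either single agent as small. BYL719 alone changed 467 genes in HCC1954 and 1383 in JIMT1 at an adjusted p under 0.05 from limma, of which 16 and 78 changed at least 2-fold (in HCC1954, 278 in all without DMSO replicate 1, and 262 and 245 without BYL719 replicates 2 and 3). GSK2334470 alone changed 1 and 155 (181 without HCC1954 GSK2334470 replicate 2, and 78 without JIMT1 DMSO replicate 2). By the methods' t-test after adjustment, BYL719 changed 0 and 252 genes (1597 and 2437 at an unadjusted p under 0.05). By that test GSK2334470 changed 1 and 4, and the combination 388 and 1251. The paper's main text states no threshold, and its supplemental procedures were not among the sources used here. By limma the combination changed more genes in each line (1848 and 2582).

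Fig. 2C shows the intermediate changes in the column headed GSK2334470. Here, by the probe used for each gene, all 9 genes drawn there lay further from DMSO under BYL719 than under GSK2334470, averaged over both lines (log2 fold changes 1.86 and 0.78 for CCNG2, 0.63 and 0.04 for BCL6, 0.68 and 0.43 for IRS2, -0.48 and -0.05 for CCND1, 0.78 and 0.20 for ERBB3, 1.93 and 0.36 for TNFSF10 as fitted values that are no bound, 0.61 and 0.25 for CDKN2B, -0.37 and 0.14 for DUSP5, and -0.52 and 0.06 for GADD45A). By line, DUSP5 in HCC1954 was nearer to DMSO under BYL719 (0.04) than under GSK2334470 (0.10), neither of which passed the test against DMSO. Other probes also lay nearer to DMSO under BYL719 than under GSK2334470 in HCC1954, for CDKN2B (-0.09 and 0.40 for one probe, 0.25 and 0.37 for another) and ERBB3 (0.25 and 0.32), while in JIMT1 these probes lay further under BYL719 (-0.22 and -0.01, 1.21 and 0.73, and 0.30 and 0.07). The direct comparison of the agents passed the test for 4 of the 9 genes in HCC1954 (CCNG2, BCL6, ERBB3 and TNFSF10) and for 8 in JIMT1, and for IRS2 in neither (adjusted p = 0.55 and 0.32 from limma). In Fig. 2A, the intermediate changes are in the column headed BYL719, as here.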

Other observations

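The differences between the lines under the single agents, the gene list tests in comparisons other than those against DMSO, and the examples picked from lists were chosen after results had been seen, and the other tests here before.

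Genes of sterol and fatty acid synthesis fell under the combination in HCC1954. Of 23 measured, 8 fell and 0 rose (12 lower when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05 from limma), with a median of -0.27 and 5 genes above 0 (camera, adjusted p = 0.00021, and 0.03 with an estimated correlation). INSIG1, a regulator of the sterol sensor, had a log2 fold change of -0.74, and the cholesterol synthesis enzymes HMGCS1, MSMO1 and SQLE of -0.65, -0.55 and -0.48. Under BYL719 in HCC1954 the list was lower as well (median -0.14, adjusted p = 5.3e-05, and 0.017 with an estimated correlation), with INSIG1, HMGCS1, MSMO1, SQLE and LPIN1 lower (6 lower when adjusted over the list alone). In JIMT1 the list did not pass the test under the combination (median -0.10, mean -0.01, adjusted p = 0.55), with HSD17B7, LPIN1 and ACSS2 higher and CYP51A1 and SQLE lower. Genes of glycolysis and HIF1 targets, 24 measured and 1 of them in the FOXO list, were lower under the combination in HCC1954 (median -0.08, adjusted p = 0.0061, and 0.03 with an estimated correlation). The 6 that fell, the same number when adjusted over the list alone, included the glucose transporter SLC2A1 (-0.79), hexokinase 2 (HK2, -0.72) and VEGFA (-0.68). In JIMT1 this list did not pass the test under the combination (median -0.05, adjusted p = 0.064), although HK2 (-0.82) and EGLN3 (-1.08) were among 6 genes that fell and NDRG1 rose. It passed under BYL719 in both lines (adjusted p = 0.014 in HCC1954, 0.043 with an estimated correlation, and 0.045 in JIMT1, where adjusted p = 0.086 with an estimated correlation), and under GSK2334470 in JIMT1 (median -0.09, adjusted p = 0.012, and 0.039 with an estimated correlation), with ANKRD37 and PFKFB4 lower.

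Genes of ERK pathway output, 23 measured, fell under BYL719 in both lines. In HCC1954, 7 fell and 0 rose (10 lower when adjusted over the list alone, and 0 higher), with a median of -0.16 (adjusted p = 3e-07), among them FOSL1 (-0.87), the receptor EPHA2 (-0.81) and the EGFR ligand HBEGF (-0.80). In JIMT1, 14 fell, among them the phosphatases DUSP4 (-1.04) and DUSP6 (-0.94), and 1, EPHA4, rose (the same numbers when adjusted over the list alone), with a median of -0.45 (adjusted p = 3.7e-11). Under GSK2334470 in JIMT1 the list was higher (median 0.18, 21 genes above 0, adjusted p = 1.3e-05), with the immediate early gene EGR1 higher by itself and 5 genes higher when adjusted over the list alone. Under the combination the list was lower in JIMT1 (median -0.29, 2 genes higher, EPHA4 and MYC, and 11 lower, or 2 and 12 adjusted over the list alone, adjusted p = 0.0011) and did not pass the test in HCC1954 (median -0.06, adjusted p = 0.63), where DUSP6 (0.96), EGR1 (0.74), JUNB, DUSP5 and SPRED2 rose and FOSL1, EPHA2, EPHA4, IER2 and CCND1 fell. In HCC1954 the list lay above the sum of the single-agent effects (median 0.11, adjusted p = 0.00054). All of these calls hold with an estimated correlation.

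Heat shock proteins, 12 measured, were lower under the combination in JIMT1 (median -0.27, adjusted p = 0.0028), where HSPA6, HSPA1A, HSPA8, DNAJB1 and HSPA1B fell (6 lower when adjusted over the list alone). They were also lower there under BYL719 (median -0.11, adjusted p = 0.0078), with HSPA6, HSPA8 and DNAJB1 lower, and under GSK2334470 (median -0.14, with 0 of 12 genes above 0, adjusted p = 0.0004), where limma called 0 single genes (5 lower at an unadjusted p under 0.05 and 1 adjusted over the list alone). These 3 calls hold with an estimated correlation. In HCC1954 they did not pass under the combination (median -0.13, adjusted p = 0.12). NF-kB targets, 13 measured, were lower under BYL719 in HCC1954 (median -0.24, adjusted p = 0.00015, and 0.002 with an estimated correlation), where the cytokines LIF (-0.84) and CXCL8 (-0.81), TNFAIP3 and NFKB2 fell, and under the combination there (adjusted p = 0.025, and 0.041 with an estimated correlation), with CCL2 and NFKB2 lower. In JIMT1 they were lower under BYL719 (adjusted p = 0.041, but adjusted p = 0.055 with an estimated correlation), with RELB, IL6, TNFAIP3 and CXCL8 lower and IRF1 higher, and did not pass under the combination (adjusted p = 0.064). Genes of G2/M and mitosis, 26 measured, were higher in HCC1954 under BYL719 (median 0.10, adjusted p = 0.022, with CDC25C higher) and the combination (median 0.15, adjusted p = 0.011), where CDC25C, DLGAP5, BUB1 and NUSAP1 rose, and in JIMT1 under BYL719 (median 0.09, adjusted p = 0.021), where CDC25C (1.00), HMMR, CENPF and KIF20A rose (9 adjusted over the list alone). These 3 calls hold with an estimated correlation (adjusted p = 0.049, 0.03 and 0.049), and under the combination in JIMT1 the list did not pass (adjusted p = 0.072).

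Autophagy and lysosome genes were also higher under BYL719 in HCC1954 (median 0.13, adjusted p = 9e-05) and JIMT1 (median 0.10, adjusted p = 0.0026) and under GSK2334470 in JIMT1 (median 0.08, adjusted p = 0.011), and cell-cycle inhibitors under BYL719 (median 0.44, adjusted p = 2.6e-06) and GSK2334470 (median 0.16, adjusted p = 0.002) in JIMT1, each of these with an estimated correlation too. Receptor tyrosine kinases and adaptors, 17 measured and 3 of them in the FOXO list, passed camera under the combination in HCC1954 (median 0.05, or 0.14 without a member detected in neither group, adjusted p = 0.025, but adjusted p = 0.13 with an estimated correlation) and not in JIMT1 (median 0.13, or 0.07 with 1 member at its bound and without 1 detected in neither group, adjusted p = 0.075, but 0.011 from the preranked test). In HCC1954 PIK3IP1, IRS2, ERBB3 and GRB7 (1.11) rose and the PI3K subunit PIK3R1 (-0.69) and GRB2 (-0.30) fell. The lists that did not pass camera under the combination in either line, with adjusted p in HCC1954 and JIMT1, were the PI3K, AKT, SGK and mTOR pathway (0.51 and 0.18, although the preranked test called it in JIMT1 with a normalized enrichment score of 1.64 and adjusted p = 0.035), MYC and polyamine synthesis (0.79 and 0.84), ATF4 targets (0.74 and 0.36), G1/S (0.087 and 0.99), cell death regulators (0.51 and 0.99), the unfolded protein response (0.66 and 0.84), luminal (0.63 and 0.62) and basal (0.87 and 0.43) epithelial markers, housekeeping genes (0.63 and 0.96), ribosomal proteins (0.87 and 0.52) and markers of other cell types (0.63 and 0.60). The median and mean differed in sign in JIMT1 for MYC and polyamine synthesis (-0.02 and 0.13), cell death regulators (-0.08 and 0.18) and G1/S (0.03 and -0.01), and in HCC1954 for basal markers (0.04 and -0.04). Members of the MYC list moved in both directions, which a test of a shift in 1 direction can miss. Averaged over both lines, MXD3 (1.56) and MNT (1.05) rose under the combination, while AMD1 (-1.02), MAT2A (-0.81) and PPAT (-0.72) fell. Against DMSO, the other calls in which the preranked test differed from camera were receptor tyrosine kinases and adaptors under BYL719 in HCC1954 (adjusted p = 0.0019 from the preranked test) and JIMT1 (0.0045), the pathway list (0.041) and sterol synthesis (0.0096) under GSK2334470 in JIMT1, and glycolysis (0.038) and G2/M (0.049) under the combination in JIMT1, which it called and camera did not. It did not call NF-kB targets under the combination in HCC1954 (0.12) and under BYL719 in JIMT1 (0.14), or glycolysis under BYL719 in JIMT1 (0.21).

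Among genes of the pathway, SGK1 rose under the combination by 0.50 in HCC1954 (adjusted p = 0.00036) and by 0.89 in JIMT1 (adjusted p = 3e-07), and under GSK2334470 by 0.60 in JIMT1 (adjusted p = 0.00063). NDRG1, whose product is a substrate of SGK1, rose under BYL719 (1.00, adjusted p = 0.00013) and the combination (1.49, adjusted p = 4.7e-07) in JIMT1 and had a log2 fold change of 0.03 in HCC1954 under the combination (adjusted p = 0.94), a difference between the lines of -1.46 (adjusted p = 0.00031). AKT1, PDPK1, MTOR, TSC2, RICTOR, FOXO3 and SGK3 did not pass the test under the combination in either line. With DMSO, SGK1 was lower in HCC1954 than in JIMT1 (log2 difference -3.15, adjusted p = 9e-18), and ERBB2 (2.82, adjusted p = 4.3e-18) and NDRG1 (1.48, adjusted p = 1.9e-08) were higher.

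Against BYL719 alone, the combination raised 171 and lowered 160 genes in HCC1954 (331 in all, and 199 and 202 without BYL719 replicates 2 and 3, 198 and 220 without combination replicates 1 and 3) and raised 92 and lowered 51 in JIMT1 (143 in all, and 56 and 66 without BYL719 replicates 1 and 3, 72 and 64 without combination replicates 2 and 3). Against GSK2334470 alone it raised 444 and lowered 640 in HCC1954 (548 and 441 with median scaling) and raised 809 and lowered 542 in JIMT1 (1351 in all, and 887 and 813 without GSK2334470 replicates 1 and 2). BYL719 against GSK2334470 gave 115 higher and 138 lower in HCC1954 (115 and 84 with median scaling), with 529 in all without GSK2334470 replicate 2, 118 and 86 without replicates 1 and 3, and 142, 104 and 138 without BYL719 replicates 1, 2 and 3. In JIMT1 it gave 270 and 258 (329 in all without BYL719 replicate 1, and 343 and 333 without GSK2334470 replicates 1 and 2).

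Non-additivity passed the test for 4 genes in each line (959 and 996 at an unadjusted p under 0.05 from limma). In data simulated for HCC1954 with 200 changed genes, 11 false calls were made. They came with many true calls, 45 of 50 genes at 3-fold, and false calls grow with the calls made, so they are no measure for 4 calls. In HCC1954, STON1 lay above the sum of the single-agent effects (1.33, adjusted p = 0.044) and the transcription factor SNAI2 (-0.90, adjusted p = 0.046), SLC26A10P (-0.99, adjusted p = 0.0036) and LIAT1 (-1.01, adjusted p = 0.044) below it. In JIMT1, the endocytic GTPase DNM2 (1.01, adjusted p = 0.029) and the ribosomal protein gene RPL28 (0.88, adjusted p = 0.001) lay above it, and YPEL3 (-0.81, adjusted p = 0.035) and KLHL24 (-1.01, adjusted p = 0.048) below it. These counts rest on single arrays. In HCC1954 the count was 15 without DMSO replicate 2, 1 without DMSO replicates 1 or 3, BYL719 replicates 1 or 2, GSK2334470 replicate 3 or combination replicate 1, and 2 without GSK2334470 replicate 1 or combination replicate 3. In JIMT1 it was 1 without DMSO replicates 1 or 2, BYL719 replicate 3, GSK2334470 replicates 2 or 3 or combination replicate 2, and 2 without BYL719 replicate 2, GSK2334470 replicate 1 or combination replicate 1.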
